# Transcriptome analysis of mouse aortae reveals multiple novel pathways regulated by aging

**DOI:** 10.18632/aging.103652

**Published:** 2020-08-15

**Authors:** Ping Gao, Pan Gao, Mihyun Choi, Kavya Chegireddy, Orazio J. Slivano, Jinjing Zhao, Wei Zhang, Xiaochun Long

**Keywords:** transcriptome, arterial aging, protein folding control, circadian clock, vascular smooth muscle differentiation

## Abstract

Vascular aging has been documented as a vital process leading to arterial dysfunction and age-related cardiovascular and cerebrovascular diseases. However, our understanding of the molecular underpinnings of age-related phenotypes in the vascular system is incomplete. Here we performed bulk RNA sequencing in young and old mouse aortae to elucidate age-associated changes in the transcriptome. Results showed that the majority of upregulated pathways in aged aortae relate to immune response, including inflammation activation, apoptotic clearance, and phagocytosis. The top downregulated pathway in aged aortae was extracellular matrix organization. Additionally, protein folding control and stress response pathways were downregulated in the aged vessels, with an array of downregulated genes encoding heat shock proteins (HSPs). We also found that circadian core clock genes were differentially expressed in young versus old aortae. Finally, transcriptome analysis combined with protein expression examination and smooth muscle cell (SMC) lineage tracing revealed that SMCs in aged aortae retained the differentiated phenotype, with an insignificant decrease in SMC marker gene expression. Our results therefore unveiled critical pathways regulated by arterial aging in mice, which will provide important insight into strategies to defy vascular aging and age-associated vascular diseases.

## INTRODUCTION

Aging is a prominent risk factor for the development of cardiovascular diseases (CVDs), which account for one third of all deaths in the United States by the age of 65 and two thirds by age 85 [1]. Multifactorial cellular and molecular changes contribute to the deterioration of structure and function of the vascular tree during aging, such as decreased compliance and resilience, increased stiffness [2], luminal dilatation accompanied with arterial wall thickening, and reorganization of the extracellular matrix (ECM) [3]. These age-associated alterations render the vasculature susceptible to traditional risk factors (e.g. hypertension, diabetes, smoking) and prone to CVDs [4].

Vascular cells exhibit intrinsic age-related adaptations, including DNA damage and mutation, mitochondrial dysfunction, impaired proteostasis and autophagic activity, cellular senescence, as well as chronic low-grade inflammation [1, 5]. In particular, circadian rhythms, regulated by internal circadian clocks which are entrained to the environmental 24-hour day-night cycle, are critical for a healthy cardiovascular system. Various studies have shown that disruption of circadian rhythms in mice contributes to the development of age-associated CVDs [6–9]. Extrinsic changes such as vascular stiffness, chronic inflammation and alteration of the communication between endothelial cells (ECs) and vascular smooth muscle cells (VSMCs) have also been documented. These cell-autonomous and environmental mechanisms might be interrelated and act in concert to induce age-related vascular pathologies [10]. However, it remains unclear how the involved key pathways coordinately participate in vascular aging and age-associated vascular diseases.

Among numerous structural and functional alterations in aged large arteries, increased EC dysfunction and arterial stiffness have been defined as the most potent predictors for future CVDs in humans [5, 10]. These two risk factors are mutually exacerbating, rendering the etiologies of arterial aging and age-associated vascular diseases particularly complex. With age, EC dysfunction, presumably resulting from impairment in flow and reduced production of vasodilators, occurs leading to the dysregulation of vascular tone and loss in EC-dependent dilating capability [5, 11, 12]. This age-associated EC dysfunction correlates with the imbalance between vasodilator and vasoconstriction substances, both of which are produced by the endothelium [13]. On the other side, current concept of arterial stiffness has been extended to stiffness in both ECM and vascular cells, mainly VSMCs. Although such ECM components as elastin and collagens are known to regulate VSMC tone, VSMC stiffness is emerging as an important determinant of arterial stiffness and tone [14–16]. In addition, VSMC conversion to osteo/chondrogenic phenotype and the subsequent impact on the synthesis of ECM components and cell-ECM interactions can drive arterial stiffening [5].

VSMCs represent the major structural constituents of the arterial wall. VSMCs exhibit the phenotypic plasticity, switching from the physiologically differentiated/contractile phenotype to a de-differentiated/synthetic state upon various pathological stimuli [17, 18]. This process underlies the pathogenesis of most prominent vascular diseases. In contrast to the well-established role of VSMC phenotypic switch in vascular diseases, our knowledge of this process in response to arterial aging has yet to be precisely elucidated. For example, it remains unclear with respect to the occurrence and contribution of VSMC phenotypic switch to arterial stiffness and vascular aging.

Our current knowledge of the molecular underpinnings of age-related phenotypes in the vessel wall is insufficient. A better elucidation and comparison of the genome-wide expression profile of young versus old blood vessels is critical to identify appropriate countermeasures against age-related arterial dysfunction. To that end, we performed bulk RNA sequencing (RNA-seq) on aortae of healthy young (14.5 weeks) and old (92.4 weeks) C57BL/6 mice and performed bioinformatics analysis. We showed that the aged aorta displayed an inflammatory environment with attenuated expression of ECM component genes, especially those for collagen fibril organization. Importantly, we uncovered a significant reduction in the expression of genes involved in protein folding control, stress response, as well as dysregulated circadian core clock genes in old aortae. These molecular alterations may collectively contribute to the development of age-related CVDs. To our knowledge, such transcriptomic analyses have yet to be reported in mice, which represent the foremost mammalian model for studying human health and disease. Our results provide a comprehensive dataset for the investigation of vascular aging, and highlight protein folding mediators and circadian pacemakers as novel targets for the prevention and treatment of age-associated alterations of the vasculature.

## RESULTS

### RNA-seq reveals high divergence of transcriptome profiles between young and old aortae

We performed RNA-seq analysis on 5 biological replicates of male aortae from each of the young (age 14.5 weeks) and old (age 92.4 weeks) groups. These old mice displayed typical aging phenotype evidenced by decreased Doppler aortic flow velocity (Supplementary Figure 1A) and left ventricular ejection fraction (EF) value (data not shown), evident fibrosis in carotid arteries (Supplementary Figure 1B), as well as induced expression of senescence marker proteins (p21 and p53) in aortae (Supplementary Figure 1C). 

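Each library was made from poly(A) RNA of the aorta of 1 male C57BL/6 mouse, with 5 mice aged 14.5 weeks and 5 old mice. The paper gives the age of the old mice as 92.4 weeks, and the labels of the deposited samples give 92.5 weeks. The authors filtered the reads with fastp, aligned them to the mouse genome (GRCm38) with STAR and counted them per gene with featureCounts. The deposited values are these raw counts for 55453 gene symbols, without normalization. Between 20560415 and 22833794 reads per young aorta were counted on genes, with a median of 21803275. In old aortae the total count on genes ranged from 19640401 to 22886153, with a median of 21810951. The paper states approximately 25 M reads per sample for the same libraries and 30 M in its discussion, and all values here rest on the counts on genes. Counts limit the precision through chance sampling and through differences between mice, and both enter the standard errors given for each gene.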

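Of the symbols, 28011 had at least 1 count, and edgeR's low-count filter kept 14614 of them for testing. Old and young aortae were compared with edgeR's quasi-likelihood F test after scaling by the trimmed mean of M values (TMM). A gene is called differentially expressed at a Benjamini-Hochberg adjusted p below 0.05, the threshold used by the authors. Log2 fold changes are old over young. Their standard error (SE) was derived from the test, as the absolute log2 fold change divided by the square root of the F statistic. Normalized counts are counts divided by the median-of-ratios size factors of DESeq2, given as mean ± SD over the 5 mice of a group. Single values were compared with exact two-sided permutation tests over all assignments of the 10 mice to groups of 5. Positions are on GRCm38 from the GENCODE M21 annotation, and the authors used the M22 release on the same build. The paper's text does not name the strand setting of the counting or how reads with several alignments were treated. The share of a gene's 50-base windows that also occur in transcripts of other genes, on either strand, is therefore given for named genes where it was 10% or more.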

We obtained approximately 25 million reads per sample (FastP). ~90% of all reads were mapped to the reference mouse genome (mg38+gencode M22 Annotation, STAR). 

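The total counts on genes did not differ between old and young aortae (exact permutation, p = 0.754), and neither did the size factors (exact permutation, p = 0.643). A count was found for 20678 ± 312 genes (SD, n = 5) per young aorta and for 20845 ± 180.0 genes (SD, n = 5) per old aorta. Genes of the mitochondrial genome took 5.26% ± 0.855 of the counts (SD, n = 5) in young and 6.75% ± 2.43 in old aortae (exact permutation, p = 0.206). Old replicate 2 had a mitochondrial share of 11.0%, whereas no other old aorta was above 6.51%. The 20 most abundant genes took 14.8% ± 0.626 of the counts in young and 16.4% ± 1.68 in old aortae (exact permutation, p = 0.0635). Hemoglobin genes, a trace of blood, took 0.0105% of the counts in young and 0.0107% in old aortae (exact permutation, p = 0.960). The Y-linked gene *Ddx3y* had at least 1876 normalized counts in every library, with a higher mean in young aortae (2376 ± 249, exact permutation, p = 0.0397). *Xist*, which is expressed from the inactive X chromosome of females, had a mean of 9.43 normalized counts in young and 8.85 in old aortae.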

Differences related to sequencing features were not found between two groups. 

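Principal component analysis was run on the 500 most variable genes after the variance stabilizing transformation of DESeq2, without use of the age labels. The first component held 56.1% of the variance and the second 15.7%. On the first component the young aortae had a mean of -8.83 ± 1.52 (SD, n = 5) and the old aortae a mean of 8.83 ± 2.65 (SD, n = 5). The gap between the groups was larger than the spread within either, since the young aortae lay at -6.64 or below and the old aortae at 6.83 or above. No other assignment of the ages gave a larger difference in mean (exact permutation, p = 0.0079, the smallest p that 5 mice against 5 can give). The share of the first component moved most with all 14614 tested genes, to 41.4%, and the groups did not overlap in any of the 13 alternatives run.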

The principle component analysis (PCA) showed that these samples were tightly clustered within each group and there was a clear transcriptome difference between groups (Figure 1A). Next, we conducted differential expression analysis (DEA), with an adjusted p-value threshold of 0.05 on each set of raw expression measures. Overall, there were 2,321 significantly differentially expressed transcripts, which represented 8.3% of the total number of detected transcripts. 

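In edgeR's quasi-likelihood test, 1676 genes were differentially expressed at a Benjamini-Hochberg adjusted p below 0.05. They made up 11.5% of the 14614 genes tested and 5.98% of the 28011 genes with a count. The change was more than 2-fold for 368 of them, and 3902 genes had an unadjusted p below 0.05. For 1201 of the 1676 genes (71.7%), all 5 old aortae lay on one side of all 5 young aortae. Of all tested genes 1450 (9.92%) showed this, whereas chance alone gives 0.794%. Among the alternatives at the same threshold, limma-voom with sample quality weights moved the number most, to 2643 genes, of which 1648 were shared with edgeR and changed in the same direction. DESeq2, the tool used by the authors, called 2325 genes. With 1 mouse left out, edgeR called between 1132 genes (without young replicate 4) and 2367 genes (without young replicate 1).

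**Figure D1:**
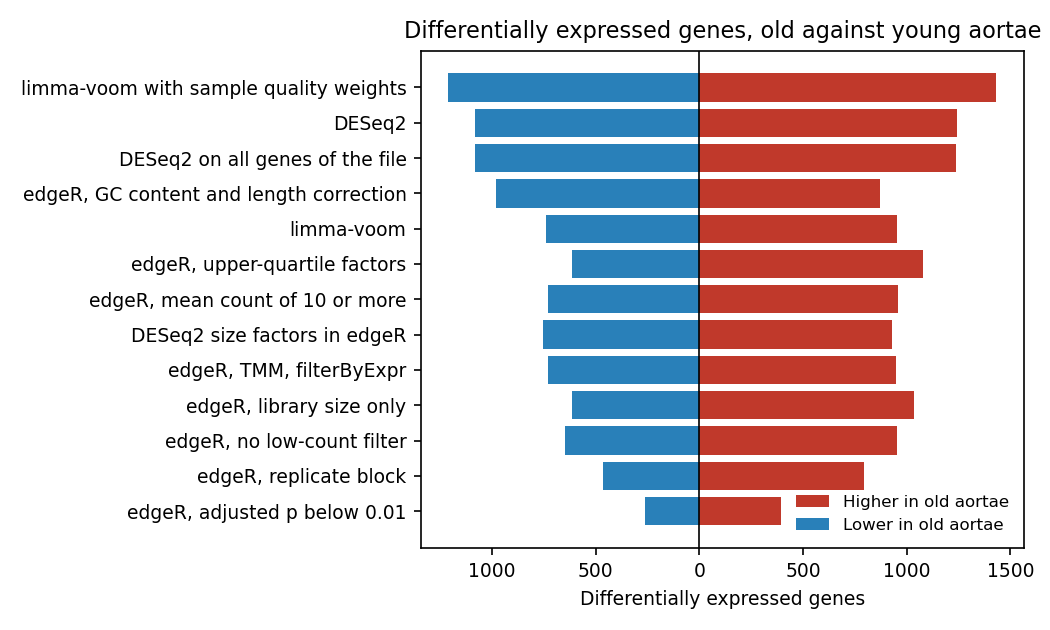
Number of genes called differentially expressed between old and young aortae under each test, scaling, filter, design and threshold, with genes higher in old aortae as bars to 1 side of 0 and genes lower in old aortae as bars to the other. The counts run from 658 genes at a threshold of 0.01 to 2643 genes with limma-voom and sample quality weights.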

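Of the genes called by edgeR, 947 (56.5%) were higher and 729 were lower in old aortae. The balance of the directions depends on how libraries are scaled. Scaling by the upper quartile gave 1076 higher and 616 lower genes (63.6% higher), and scaling by library size alone gave 1034 and 615 (62.7% higher). After a correction for GC content and gene length, chosen after the data were seen, 870 genes were higher and 980 lower (47.0% higher). The number of lower genes rested most on 2 of the young mice, with 474 without young replicate 4 and 1139 without young replicate 1.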

1,084 (46.7%) transcripts were downregulated while 1,237 (53.3%) transcripts were upregulated in the aged aorta. 

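The annotation gives a protein coding type to 1607 of the 1676 called genes (95.9%). Another type was given to 67 genes, of which 37 were higher and 30 lower in old aortae, and the annotation holds no type for the other two. The 67 genes comprised 52 long noncoding RNA or other genes (25 higher and 27 lower), 12 pseudogenes (9 higher and 3 lower) and 3 immunoglobulin or T cell receptor segments, all higher. Of the tested genes, 12.1% of those coding for protein and 5.27% of the others were called. The protein coding share was lowest, at 94.7%, when genes with low counts were kept in the test.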

More than 90% of differentially expressed genes were found to be protein coding genes, whereas differentially expressed non-coding genes, including long noncoding RNAs (lncRNAs), small ncRNA (microRNA, small nuclear RNA, and small nucleolar RNA), and pseudogenes only accounted for ~5% (Figure 1B). Hierarchical clustering analysis based on the regularized log transformation of the normalized count data showed that all samples clustered by age, indicating that aortic cells from young and old groups have distinct gene expression profiles (Figure 1C). 

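The 28011 genes with a count were clustered after the regularized log transformation, with Euclidean distance and complete linkage. The 5 old aortae formed 1 branch and the 5 young aortae the other. Average linkage and Ward linkage gave the same division. The median distance was 18.7 between young aortae, 19.4 between old aortae and 25.2 between an old and a young aorta. Single distances overlapped, since the smallest distance between the groups was 21.1 and the largest within a group was 24.3.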

In order to visualize the magnitude of the fold-changes revealed between the two groups, we generated a volcano plot. Genes with adjusted p<0.05 were colored either green or red according to the direction of the fold-change. A line was drawn at the unadjusted p-value of 0.05 for reference. 

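*Edn1* (chromosome 13, 42301476 to 42307990) had 523 ± 149 normalized counts in young and 158 ± 33.6 in old aortae (SD, n = 5). Its log2 fold change was -1.72 (SE 0.21, edgeR Benjamini-Hochberg adjusted p = 0.000445). *Nfil3* (chromosome 13, 52967209 to 52981073) fell from 1789 ± 493 normalized counts to 268 ± 117, a log2 fold change of -2.74 (SE 0.36, edgeR Benjamini-Hochberg adjusted p = 0.00173). *Atf3* (chromosome 1, 191170296 to 191218039) fell from 2725 ± 1246 to 557 ± 194, with a log2 fold change of -2.28 (SE 0.39, edgeR Benjamini-Hochberg adjusted p = 0.00596). All old aortae lay below all young aortae in each of these genes. Ordered by p among the 729 genes called lower by edgeR, *Edn1* was at place 38, *Nfil3* at place 85 and *Atf3* at place 196.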

We found that the most significantly downregulated genes in aged aortae included *Edn1*, a potent vasoconstrictor [22], *Nfil3*, a key regulator of circadian rhythm [23], and *Atf3*, a stress responsive transcription factor [24]. The most significantly upregulated genes in aged aortae included *Tnfrsf11b*, a regulator of osteoclast development and risk factor for CVDs [25, 26], and *Ccl8,* a monocyte chemoattractant protein (MCP) family member driving inflammation [27]. In addition, several tumor suppressor genes such as *Prune2* [28] and *Efemp1* [29] were also induced in the old aorta (Figure 1D). 

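*Tnfrsf11b* (chromosome 15, 54250619 to 54278484) rose from 665 ± 195 normalized counts (SD, n = 5) in young to 1799 ± 395 in old aortae. The log2 fold change was 1.44 (SE 0.20, edgeR Benjamini-Hochberg adjusted p = 0.00140). Young replicate 3, with 1013 normalized counts, stood apart from the other young aortae, which had 559 to 589, and still lay below every old aorta. *Ccl8* (chromosome 11, 82115185 to 82116799) rose from 25.7 ± 9.85 to 197 ± 87.5 normalized counts, a log2 fold change of 2.94 (SE 0.34, edgeR Benjamini-Hochberg adjusted p = 0.000321). Among the 947 genes called higher by edgeR and ordered by p, *Ccl8* was at place 72 and *Tnfrsf11b* at place 157.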

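*Prune2* (chromosome 19, 16956118 to 17223932) had 228 ± 36.2 normalized counts (SD, n = 5) in young and 1123 ± 99.7 in old aortae. With a log2 fold change of 2.31 (SE 0.11, edgeR Benjamini-Hochberg adjusted p = 7.43e-08), it had the second smallest p of the genes called higher. *Efemp1* (chromosome 11, 28853204 to 28926743) rose from 502 ± 63.9 to 1656 ± 218 normalized counts, and its log2 fold change was 1.73 (SE 0.11, edgeR Benjamini-Hochberg adjusted p = 1.87e-06). Both differences were several times the spread within either group. With each mouse left out in turn, the log2 fold change stayed between 2.22 and 2.38 for *Prune2* and between 1.66 and 1.80 for *Efemp1*.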

Taken together, these results illustrate that substantial numbers of genes are regulated in the aorta in response to aging.

**Figure 1:**
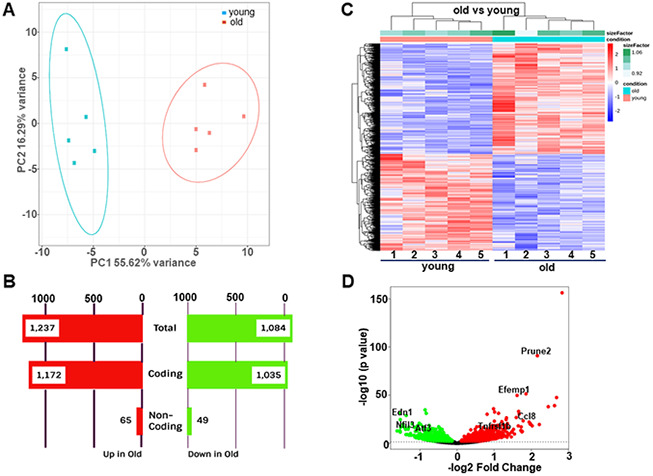
**Differential gene expression between young (14.5 weeks) and old (92.4 weeks) mouse aortae.** (**A**) Principal component analysis (PCA) showing distinct separation of young and old groups. (**B**) Number of differentially expressed transcripts in young versus old aortae. (**C**) Heatmap of hierarchical clustering analysis based on the log2 transformation of the normalized count data. (**D**) Volcano plots showing -log10 (p value) versus -log2 (fold change) of normalized counts between young and old groups. Each dot represented a single transcript. Red dots denoted significant upregulated genes whereas green dots denoted significant downregulated genes (adjusted p<0.05). Several most dramatically altered genes were marked.

### Functional characterization of gene expression changes between young and old aortae

To identify molecular functions of the aortic transcriptome altered by age, we performed Gene Ontology (GO) enrichment analysis using biological process terms and KEGG pathway analysis. Genes with adjusted p<0.05 and abs (log2FoldChange) > 0 were submitted to Enrichr to identify significantly enriched pathways and transcription factors. Top 30 upregulated and downregulated GO categories/KEGG pathways were presented in Tables 1 and 2, respectively.

**Table 1:** Top 30 upregulated GO Terms and KEGG pathways.

**GO_Biological_Process_2018**			
**Terms**	**Overlap**	**P.value**	**Adjusted. P.value**
cytokine-mediated signaling pathway	87/634	1.71E-12	8.70E-09
cellular response to cytokine stimulus	65/457	2.65E-10	6.77E-07
neutrophil degranulation	64/480	5.07E-09	8.62E-06
neutrophil activation involved in immune response	64/484	7.04E-09	8.98E-06
neutrophil mediated immunity	64/488	9.72E-09	9.92E-06
cellular response to type I interferon	18/66	6.20E-08	5.27E-05
type I interferon signaling pathway	18/66	6.20E-08	4.52E-05
inflammatory response	39/253	1.21E-07	7.71E-05
regulation of small GTPase mediated signal transduction	25/141	1.67E-06	0.000949
positive regulation of phagocytosis	12/40	3.29E-06	0.001676
transmembrane receptor protein tyrosine kinase signaling pathway	48/397	6.80E-06	0.003154
regulation of B cell proliferation	12/44	9.85E-06	0.004188
enzyme linked receptor protein signaling pathway	21/121	1.56E-05	0.006121
T cell activation	17/89	2.77E-05	0.010087
positive regulation of lymphocyte proliferation	15/72	2.79E-05	0.009504
granulocyte chemotaxis	13/57	3.46E-05	0.011035
regulation of B cell receptor signaling pathway	6/17	3.82E-05	0.011464
actin filament bundle organization	10/36	4.56E-05	0.012939
positive regulation of B cell proliferation	9/31	7.49E-05	0.020126
actin filament bundle assembly	10/38	7.58E-05	0.019338
neutrophil chemotaxis	12/54	9.02E-05	0.021916
positive regulation of interferon-beta production	8/27	0.000161	0.037378
neutrophil migration	12/59	0.000221	0.049054
positive regulation of superoxide anion generation	5/11	0.000303	0.064391
regulated exocytosis	21/149	0.000341	0.069578
macrophage activation	6/17	0.000379	0.074309
positive regulation of apoptotic cell clearance	4/7	0.000438	0.082819
microglial cell activation	4/7	0.000438	0.079861
regulation of antigen receptor-mediated signaling pathway	5/12	0.000493	0.086706
T cell differentiation	9/39	0.000503	0.085637
**KEGG_2019_Mouse**			
**Pathways**	**Overlap**	**P.value**	**Adjusted. P.value**
Phagosome	39/180	4.34E-12	1.31E-09
Tuberculosis	34/178	3.39E-09	5.14E-07
Staphylococcus aureus infection	22/95	5.65E-08	5.70E-06
Osteoclast differentiation	25/128	2.53E-07	1.92E-05
Leishmaniasis	17/67	4.48E-07	2.71E-05
Measles	25/144	2.49E-06	0.000126
Hematopoietic cell lineage	19/94	4.00E-06	0.000173
Chagas disease (American trypanosomiasis)	20/103	4.30E-06	0.000163
Complement and coagulation cascades	18/88	5.98E-06	0.000201
Chemokine signaling pathway	29/197	1.22E-05	0.000368
Rap1 signaling pathway	30/209	1.43E-05	0.000395
C-type lectin receptor signaling pathway	20/112	1.60E-05	0.000404
Cell adhesion molecules (CAMs)	26/170	1.71E-05	0.000398
Ras signaling pathway	32/233	1.88E-05	0.000408
Fc gamma R-mediated phagocytosis	17/87	2.03E-05	0.00041
Cytokine-cytokine receptor interaction	37/292	2.71E-05	0.000514
Regulation of actin cytoskeleton	30/217	2.99E-05	0.000532
Natural killer cell mediated cytotoxicity	20/118	3.51E-05	0.000592
Pertussis	15/76	5.44E-05	0.000868
Viral myocarditis	16/87	7.62E-05	0.001155
Leukocyte transendothelial migration	19/115	7.82E-05	0.001128
B cell receptor signaling pathway	14/72	0.000113	0.00156
T cell receptor signaling pathway	17/101	0.000145	0.001907
Epstein-Barr virus infection	29/229	0.000195	0.00246
Primary immunodeficiency	9/36	0.000264	0.003205
Rheumatoid arthritis	14/84	0.000602	0.007017
Ferroptosis	9/40	0.000614	0.006895
Influenza A	22/168	0.000699	0.00756
Malaria	10/49	0.000708	0.007402
Fc epsilon RI signaling pathway	12/68	0.000861	0.008693

**Table 2:** Top 30 downregulated GO terms and KEGG pathways.

**GO_Biological_Process_2018**			
**Terms**	**Overlap**	**P.value**	**Adjusted. P.value**
extracellular matrix organization	41/230	1.36E-11	6.95E-08
response to unfolded protein	16/44	4.92E-10	1.25E-06
substrate adhesion-dependent cell spreading	13/33	6.73E-09	1.15E-05
cell morphogenesis involved in differentiation	15/55	1.43E-07	0.000182
positive regulation of cell differentiation	30/195	2.28E-07	0.000233
sprouting angiogenesis	13/45	4.67E-07	0.000397
chaperone mediated protein folding requiring cofactor	9/25	3.62E-06	0.002642
striated muscle cell development	8/20	5.09E-06	0.003249
negative regulation of protein kinase activity	19/110	6.64E-06	0.003766
positive regulation of angiogenesis	18/104	1.12E-05	0.005716
positive regulation of vasculature development	18/105	1.28E-05	0.005959
negative regulation of protein phosphorylation	25/179	1.31E-05	0.005569
chaperone-mediated protein complex assembly	7/17	1.62E-05	0.006365
regulation of inclusion body assembly	6/12	1.74E-05	0.006348
regulation of cellular response to heat	15/79	1.91E-05	0.006488
collagen fibril organization	9/30	1.98E-05	0.00633
positive regulation of ossification	12/53	2.04E-05	0.006134
'de novo' posttranslational protein folding	9/31	2.66E-05	0.007549
actomyosin structure organization	14/72	2.71E-05	0.007292
regulation of epithelial cell proliferation	14/73	3.19E-05	0.008148
cell-cell junction organization	14/73	3.19E-05	0.00776
negative regulation of kinase activity	16/92	3.19E-05	0.00741
regulation of cellular response to stress	17/105	4.74E-05	0.010523
neuron migration	10/41	5.04E-05	0.010721
protein localization to membrane	22/161	5.94E-05	0.012119
cell junction assembly	10/60	7.55E-05	0.014819
regulation of osteoblast differentiation	13/70	8.60E-05	0.016256
glycosaminoglycan biosynthetic process	16/100	9.08E-05	0.016548
negative regulation of inclusion body assembly	5/10	9.29E-05	0.016344
positive regulation of cardiac muscle cell differentiation	5/10	9.29E-05	0.015799
**KEGG_2019_Mouse**			
**Pathways**	**Overlap**	**P.value**	**Adjusted. P.value**
ECM-receptor interaction	22/83	3.31E-10	1.00E-07
Focal adhesion	32/199	3.14E-08	4.76E-06
Axon guidance	29/180	1.32E-07	1.33E-05
Protein digestion and absorption	17/90	5.82E-06	0.000441
Longevity regulating pathway	18/102	8.47E-06	0.000513
Hippo signaling pathway	23/159	1.61E-05	0.000815
PI3K-Akt signaling pathway	39/357	2.59E-05	0.00112
Fluid shear stress and atherosclerosis	21/143	2.95E-05	0.001118
Signaling pathways regulating pluripotency of stem cells	19/137	0.000152	0.005105
Thyroid hormone signaling pathway	17/115	0.000152	0.004596
Parathyroid hormone synthesis, secretion and action	16/107	0.000205	0.005649
Proteoglycans in cancer	24/203	0.000277	0.006997
AGE-RAGE signaling pathway in diabetic complications	15/101	0.000346	0.008056
Glucagon signaling pathway	15/102	0.000385	0.008339
Wnt signaling pathway	20/160	0.000422	0.008521
Amoebiasis	15/106	0.000585	0.011087
MAPK signaling pathway	30/294	0.000675	0.012032
Hypertrophic cardiomyopathy (HCM)	13/86	0.000708	0.011915
Relaxin signaling pathway	17/131	0.000723	0.011526
Estrogen signaling pathway	17/134	0.000936	0.014178
cGMP-PKG signaling pathway	20/172	0.001063	0.015334
Platelet activation	16/125	0.001187	0.016343
TGF-beta signaling pathway	13/91	0.001215	0.016008
Protein processing in endoplasmic reticulum	19/163	0.00136	0.017171
Pantothenate and CoA biosynthesis	5/18	0.002195	0.026604
Adrenergic signaling in cardiomyocytes	17/148	0.002774	0.032324
Dilated cardiomyopathy (DCM)	12/90	0.003331	0.037377
AMPK signaling pathway	15/126	0.003405	0.036845
Amphetamine addiction	10/68	0.00348	0.036358
Insulin signaling pathway	16/139	0.003563	0.035982

As shown in Figure 2A, the majority of upregulated pathways in aged aortae were associated with immune activity and inflammation, such as cytokine-mediated signaling pathway (GO:0019221), cellular response to cytokine stimulus (GO:0071345), and neutrophil activation involved in immune response (GO:0002283). 

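The GO and KEGG gene lists of Fig. 2A were not used here, and mouse Reactome pathways were tested in their place. Camera of limma, which asks whether the genes of a set move more than the other genes and assumes a correlation of 0.01 between genes of a set, was run on 858 sets of 10 to 500 tested genes. It called 33 sets at a Benjamini-Hochberg adjusted p below 0.05, of which 10 were higher and 23 lower in old aortae. The sets higher in old aortae included initial triggering of complement (median log2 fold change 0.66, limma camera, adjusted p = 0.00038) and generation of second messenger molecules (0.92, limma camera, adjusted p = 0.00181). They also included interferon gamma signaling (0.23, limma camera, adjusted p = 0.00327), PD-1 signaling (0.91, limma camera, adjusted p = 0.0106) and FCGR activation (0.53, limma camera, adjusted p = 0.0177). Fry of limma, a rotation test of whether the genes of a set move at all, called 64 sets, 49 of them higher, and 11 of the sets called by camera were among them. When camera estimated the correlation for each set, 0 sets passed, with 23 sets at an unadjusted p below 0.05, against 128 with the preset correlation and 246 with fry. Without old replicate 2, camera called 19 sets. Of 13 sets planned for the paper's claims, 8 passed with camera and 7 with fry when adjusted over the list alone, and over all 858 sets 4 passed with camera. The estimated correlation left 0 of the 13, with 1 at an unadjusted p below 0.05 and a smallest adjusted p of 0.384.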

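In a list of 20 interferon-stimulated genes, edgeR called 10 higher in old aortae, and 18 had a positive log2 fold change. Their median log2 fold change was 0.73 (limma camera, adjusted p = 2.33e-06 over the list alone, here the 25 lists tested, fry, adjusted p = 0.0456). The range over the alternatives was 1.38e-08 to 0.519, the highest value coming from the estimated correlation. *Ifit3* rose from 190.5 ± 72.5 normalized counts (SD, n = 5) to 443 ± 86.0, a log2 fold change of 1.23 (SE 0.24, edgeR Benjamini-Hochberg adjusted p = 0.00873). *Ifi27l2a*, the most abundant gene of the list, fell by 0.62 on the log2 scale and was not called (SE 0.36, edgeR Benjamini-Hochberg adjusted p = 0.322). The 12 tested genes of the Reactome set interferon alpha/beta signaling, of which edgeR called 1, had a median of 0.18 (limma camera, adjusted p = 0.0222 over the list alone and 0.189 over all sets, fry, adjusted p = 0.0224 over the list). Its adjusted p lay between 0.0145 and 0.384 over 13 alternatives.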

The major immune response pathway, type I interferon (IFN) signaling pathway was also significantly induced. 

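The chemokine genes *Ccl2* (chromosome 11, 82035571 to 82037453), *Ccl7* (chromosome 11, 82045712 to 82047525) and *Ccl11* (chromosome 11, 82057823 to 82062955) lie side by side with *Ccl8*. *Ccl11* was the most abundant, with 337 ± 45.9 normalized counts (SD, n = 5) in young and 609.7 ± 106 in old aortae and a log2 fold change of 0.86 (SE 0.13, edgeR Benjamini-Hochberg adjusted p = 0.000957). *Ccl7* rose from 11.4 ± 5.35 to 43.2 ± 21.2 normalized counts, a log2 fold change of 1.91 (SE 0.42, edgeR Benjamini-Hochberg adjusted p = 0.0110). *Ccl2* rose from 16.0 ± 9.73 to 65.3 ± 37.2, a log2 fold change of 2.02 (SE 0.48, edgeR Benjamini-Hochberg adjusted p = 0.0195). Its adjusted p in edgeR was 0.0520 without young replicate 2 and 0.0639 without the low-count filter, and it ranged from 0.000299 to 0.0639 over 20 alternatives. *Tnfrsf21* (chromosome 17, 43016555 to 43089189) rose from 125 ± 42.9 to 373 ± 125 normalized counts, and its log2 fold change was 1.58 (SE 0.27, edgeR Benjamini-Hochberg adjusted p = 0.00407). For *Dock2* (chromosome 11, 34226815 to 34783892), with 108 ± 21.0 and 209 ± 69.4 normalized counts, the log2 fold change was 0.96 (SE 0.21, edgeR Benjamini-Hochberg adjusted p = 0.0127), and the groups overlapped. The 21 tested genes of the Reactome set on chemokine receptors and their chemokines had a median log2 fold change of 0.53 (limma camera, adjusted p = 0.0128 over the list alone and 0.122 over all sets, fry, adjusted p = 0.0415 over the list). The adjusted p of the set ranged from 0.00321 to 0.384 over 14 alternatives.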

Examination of important inflammatory mediators (cytokines, chemokines, and signaling proteins) revealed significant increases in gene expression with aging (Figure 2C). In accord with GO enrichment analysis, tuberculosis, which is an infectious disease closely related to type I IFN [30], was among the top enriched upregulated KEGG pathways (Figure 2B). These results are consistent with previous findings that chronic low-grade inflammation occurs in aged arteries, which could trigger vascular cell senescence and contribute to age-related impairment of vascular function. As expected, *Cdkn2a* (p16^INK4a^), one of the main cyclin-dependent kinase inhibitors (CDKIs) driving the cell cycle arrest in senescence and a widely accepted specific marker for senescence [31], displayed more than 7-fold increase in the aged aorta (Figure 2D). This data is in support of previous studies demonstrating that p16^INK4a^ transcriptional activation is a hallmark of senescence in vivo [32–34].

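*Cdkn2a* (chromosome 4, 89274471 to 89294653) had 11 counts in the 5 young and 77 in the 5 old libraries together, too few for edgeR's low-count filter. The counts are those of the whole gene and do not tell p16 INK4a from the other transcript of the locus. Its normalized count was 2.21 ± 1.81 (SD, n = 5) in young and 15.2 ± 4.85 in old aortae, a ratio of 6.89. Every old aorta lay above every young aorta (exact permutation, p = 0.0079, the smallest p possible), with 4.10 as the highest young and 9.64 as the lowest old value. DESeq2, which tested the gene, gave a Benjamini-Hochberg adjusted p of 0.000106, and edgeR without the filter gave 0.000500 (0.000106 to 0.0116 over the 9 alternatives that tested it). The ratio ranged from 5.51 without young replicate 2 to 8.76 without young replicate 5.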

**Figure 2:**
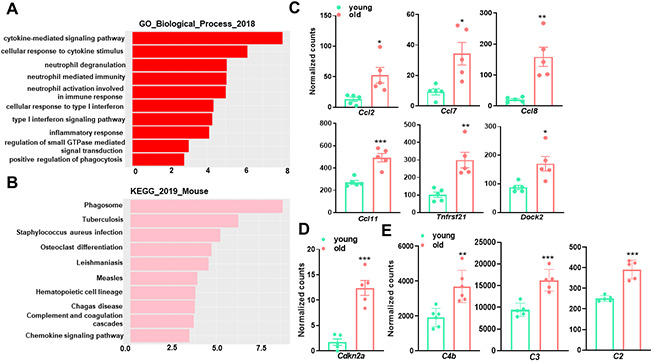
**Gene Ontology (GO) term enrichment and KEGG pathway analysis for upregulated transcripts in young and old mouse aortae.** (**A**) The top 10 enriched GO biological process terms in the transcripts upregulated in old mouse aortae (adjusted p<0.05 and abs (log2FoldChange) > 0). Individual GO terms were sorted by adjusted p values. (**B**) The top 10 enriched KEGG pathways in the transcripts upregulated in old mouse aortae (adjusted p<0.05 and abs (log2FoldChange) > 0). Individual pathways were sorted by adjusted p values. (**C**–**E**) Normalized counts of significantly induced genes in old aortae compared with young counterparts, including proinflammatory genes (**C**), senescence marker (**D**), and complement system components (**E**). Data are presented as a scatterplot of individual points with mean±SD, n=5. *p < 0.05, **p < 0.01, ***p < 0.001 compared to young aortae, unpaired two-tailed Student's t-test.

Additionally, both GO enrichment and KEGG pathway analysis uncovered a significant difference between young and old mouse aortae for genes participating in phagocytosis regulation (Figure 2A, 2B), suggesting an increased capacity to engulf cellular debris or apoptotic cells in the aged aorta. 

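Fc gamma receptor dependent phagocytosis, a Reactome set, had 69 tested genes, of which edgeR called 8 higher and 2 lower in old aortae. Their median log2 fold change was 0.02 and their mean 0.16. Camera of limma gave an adjusted p of 0.189 over the list alone and 0.465 over all 858 sets, and fry gave an adjusted p of 0.0321 over the list. Over 14 alternatives the adjusted p lay between 0.0321 and 0.384. The GO and KEGG terms on phagocytosis were not used here.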

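*C3* (chromosome 17, 57203970 to 57228136) rose from 11618 ± 1897 normalized counts (SD, n = 5) in young to 20180.5 ± 3319.9 in old aortae, a log2 fold change of 0.80 (SE 0.13, edgeR Benjamini-Hochberg adjusted p = 0.00174). *C2* (chromosome 17, 34862604 to 34898265), of whose windows 41.5% are shared, mostly with the overlapping gene *Gm20547*, rose from 308 ± 16.0 to 487 ± 55.7, a log2 fold change of 0.67 (SE 0.09, edgeR Benjamini-Hochberg adjusted p = 0.000344). *C4b* (chromosome 17, 34728380 to 34743882) shares 34.6% of its windows with its paralog *C4a*, so that the authors' counting could have split reads between both. It rose from 1969 ± 600.1 to 3863 ± 1109.6, with a log2 fold change of 0.98 (SE 0.25, edgeR Benjamini-Hochberg adjusted p = 0.0309). In each of these genes all old aortae were above all young aortae. The call of *C4b* was lost in edgeR without young replicate 2, 3, 4 or 5 or old replicate 2 or 3 (adjusted p 0.0524 to 0.0761) and without the low-count filter (0.0806), with a range of 0.00458 to 0.0806 over 20 alternatives. Of 16 complement genes, edgeR called 8 higher and 13 had a positive log2 fold change, with a median of 0.60 (limma camera, adjusted p = 5.15e-05 over the list alone, fry, adjusted p = 0.0159, and 7.94e-06 to 0.519 over the alternatives). The Reactome complement cascade, with 19 tested genes, had a median of 0.37 (limma camera, adjusted p = 0.00839 over the list alone and 0.0715 over all sets, fry, adjusted p = 0.0239 over the list, and 0.00325 to 0.384 over the alternatives).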

Consistently, C4b, C2, and C3, which are central parts of the complement system enhancing the ability of phagocytic cells to clear microbes and damaged cells [35], were higher in old aortae (Figure 2E). The upregulation of phagocytosis and apoptotic cell clearance may be a feedback response to cellular damage triggered by aging.

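Of the 41 genes that Table 3 of the paper lists under ECM organization, edgeR called 33 lower in old aortae, and all 41 had a negative log2 fold change. The genes were chosen on these samples, so that their number is not independent evidence. Their median log2 fold change was -0.54, and those not called were *Itga8*, *Cd44*, *Col16a1*, *Col4a2*, *Col5a3*, *Pecam1*, *Fbln5* and *Noxo1*. DESeq2 called all 41 lower. Over Tables 3 and 4 together edgeR called 64 of 86 genes lower, against 46 without young replicate 4 and 86 with DESeq2. In the Reactome set of extracellular matrix organization, which holds 200 tested genes and was not chosen on these samples, edgeR called 36 lower and 21 higher. Its median log2 fold change was -0.10 (limma camera, adjusted p = 0.00288 over the list alone and 0.0262 over all sets, fry, adjusted p = 0.0807 over the list). The adjusted p of the set lay between 0.00102 and 0.384 over 14 alternatives, and both fry and the estimated correlation put it above 0.05.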

Among the top 10 downregulated pathways in the aged aorta, ECM organization (GO:0030198) was the most significantly altered (Figure 3A), wherein 41 out of 230 genes were downregulated. A similar result was obtained from KEGG pathway analysis, which identified 22 out of 83 downregulated genes in the ECM-receptor interaction pathway (Figure 3B). 

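Table 3 of the paper lists 21 genes under ECM receptor interaction. All 21 had a negative log2 fold change, with a median of -0.46, and edgeR called 16 of them lower. *Itga8*, *Cd44*, *Col4a2*, *Gp1ba* and *Chad* were not called by edgeR and were called by DESeq2. For the genes listed under focal adhesion the tally was 20 of 31 in edgeR and 31 with DESeq2.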

We further assessed the expression of representative genes involved in ECM and collagen fibril organization. 

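*Col1a2* (chromosome 6, 4504814 to 4541544) fell from 88264 ± 10002 normalized counts (SD, n = 5) in young to 52121 ± 10049.8 in old aortae, a log2 fold change of -0.75 (SE 0.13, edgeR Benjamini-Hochberg adjusted p = 0.00282). *Col3a1* (chromosome 1, 45311538 to 45349706) fell from 76905 ± 7575 to 40179 ± 6459.9, a log2 fold change of -0.93 (SE 0.11, edgeR Benjamini-Hochberg adjusted p = 0.000241). *Col1a1* (chromosome 11, 94936224 to 94953042) fell from 58611 ± 8337 to 31070.2 ± 6754, a log2 fold change of -0.91 (SE 0.15, edgeR Benjamini-Hochberg adjusted p = 0.00277). *Col5a2* (chromosome 1, 45374321 to 45503282) fell from 13574 ± 1143 to 9306 ± 1273, a log2 fold change of -0.54 (SE 0.09, edgeR Benjamini-Hochberg adjusted p = 0.00292). In these genes all old aortae lay below all young aortae. The smallest fall was that of *Col4a1* (chromosome 8, 11198423 to 11312826), from 37221 ± 4856 to 26792 ± 4066 with overlapping groups, a log2 fold change of -0.47 (SE 0.11, edgeR Benjamini-Hochberg adjusted p = 0.0185). Without young replicate 4 its adjusted p in edgeR was 0.0532, with a range of 0.00116 to 0.0532 over 20 alternatives. Of the 9 genes that the paper lists under collagen fibril organization, edgeR called 8 lower. The Reactome set of collagen formation, with 60 tested genes, had a median log2 fold change of -0.22 (limma camera, adjusted p = 1.38e-05 over the list alone and 0.00038 over all sets, fry, adjusted p = 0.0224 over the list, and 1.79e-06 to 0.384 over 14 alternatives).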

Aging caused a reduction in transcriptional levels of multiple collagen genes, including *Col1a1*, *Col1a2*, *Col3a1*, *Col4a1*, and *Col5a2*, which are abundantly expressed in the vasculature (Figure 3C). Other ECM components or regulators, including *Fbn1*, *Lox*, *Lamb1*, and *Serpinh1*, also exhibited downregulation with aging (Figure 3C). 

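*Lox* (chromosome 18, 52516067 to 52529867), which encodes lysyl oxidase, fell from 7095 ± 933 normalized counts (SD, n = 5) to 2827 ± 604, a log2 fold change of -1.32 (SE 0.14, edgeR Benjamini-Hochberg adjusted p = 0.000241). *Fbn1* (chromosome 2, 125300594 to 125507993), with 19.7% of its windows shared, mostly with *Gm9913*, fell from 14629 ± 1394 to 9818 ± 1376, a log2 fold change of -0.57 (SE 0.10, edgeR Benjamini-Hochberg adjusted p = 0.00296). *Lamb1* (chromosome 12, 31265234 to 31329644) fell from 794 ± 180.1 to 497 ± 55.0 normalized counts, a log2 fold change of -0.67 (SE 0.14, edgeR Benjamini-Hochberg adjusted p = 0.00937). *Serpinh1* (chromosome 7, 99345376 to 99353239), the gene of a collagen chaperone, fell from 25371 ± 4481 to 17297 ± 1829, a log2 fold change of -0.54 (SE 0.12, edgeR Benjamini-Hochberg adjusted p = 0.0102). The groups did not overlap in any of these genes.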

The related GO biological process terms and KEGG pathways, as well as the involved differentially expressed genes, are presented in Table 3. This observation is consistent with a previous study in the aorta of aging rats [36] and the microarray analysis in the aorta of aging monkeys [37], suggesting that differences in the expression of key ECM genes can directly account for the impairment of collagen/elastin crosslinking, resulting in age-related large artery stiffening. Moreover, several well-known matrix metalloproteinase (MMP) genes, including *Mmp3*, *Mmp9*, and *Mmp10*, were elevated in aged aortae (Figure 3D). This increment of MMPs together with the decrement of ECM biosynthesis would compromise the structural integrity of the vasculature, thus contributing to adverse age-associated vascular remodeling.

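*Mmp3* (chromosome 9, 7445822 to 7455975) rose from 3613 ± 556 normalized counts (SD, n = 5) in young to 7689.8 ± 1297 in old aortae, a log2 fold change of 1.10 (SE 0.13, edgeR Benjamini-Hochberg adjusted p = 0.000251). *Mmp9* (chromosome 2, 164940780 to 164955850) rose from 98.6 ± 31.5 to 163 ± 38.3 with overlapping groups, a log2 fold change of 0.73 (SE 0.22, edgeR Benjamini-Hochberg adjusted p = 0.0465). The call of *Mmp9* was lost in edgeR without young replicate 1, 2, 4 or 5 or old replicate 1, 3, 4 or 5 (adjusted p 0.0594 to 0.106). It was also lost without the low-count filter (0.0540) and after correction for GC content and length (0.0719), and over 20 alternatives the adjusted p ranged from 0.0112 to 0.106. *Mmp10* (chromosome 9, 7502352 to 7510240) had 1 count in the young and 6 in the old libraries together, below edgeR's filter. At this depth no difference was detectable, with 0.193 normalized counts in young and 1.28 in old aortae (exact permutation, p = 0.444). Among 12 tested genes of the family, *Mmp3* and *Mmp9* were called higher and *Mmp16* and *Mmp17* lower by edgeR. Their median log2 fold change was -0.14 and their mean 0.11, opposite in sign (limma camera, direction down, adjusted p = 0.755 over the list alone, and 0.399 to 0.869 over the alternatives). The 79 tested genes of the Reactome set of matrix degradation had a median of -0.14 (limma camera, adjusted p = 0.00234 over the list alone and 0.0177 over all sets, fry, adjusted p = 0.0239 over the list, and 0.000687 to 0.384 over the alternatives). This set holds many genes besides the 12 tested metalloproteinases. Its fall therefore does not tell how the proteases or the degradation of matrix changed.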

**Figure 3:**
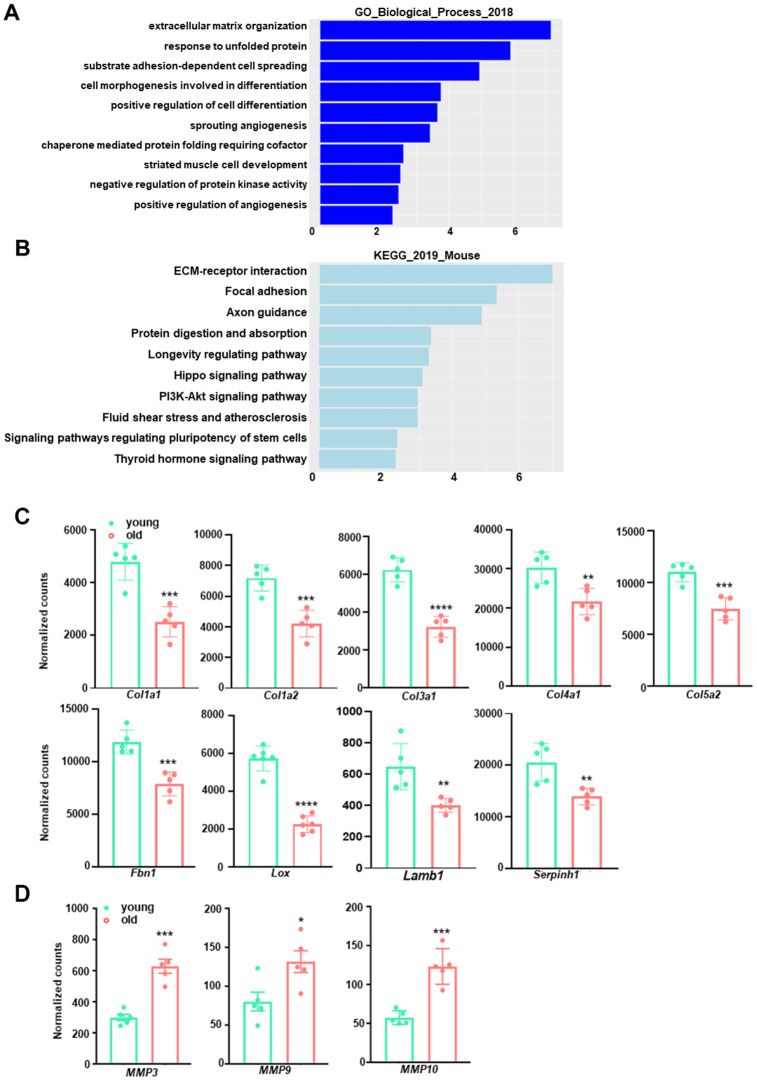
**GO term enrichment and KEGG pathway analysis for downregulated transcripts in young and old mouse aortae.** (**A**) The top 10 enriched GO biological process terms in the transcripts downregulated in old mouse aortae (adjusted p<0.05 and abs (log2FoldChange) > 0). Individual GO terms were sorted by adjusted p values. (**B**) The top 10 enriched KEGG pathways in the transcripts downregulated in old mouse aortae (adjusted p<0.05 and abs (log2FoldChange) > 0). Individual pathways were sorted by adjusted p values. (**C**, **D**) Normalized counts of significantly reduced genes in old aortae compared with young counterparts, including important extracellular matrix (ECM) components or regulators (**C**) and matrix metalloproteinases (MMPs) (**D**) Data are presented as a scatterplot of individual points with mean±SD, n=5. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 compared to young aortae, unpaired two-tailed Student's t-test.

**Table 3:** Downregulated GO biological process terms and KEGG pathways involving ECM and Collagen Fibril Organization in old aortae.

**Downregulated genes of GO terms of ECM and collagen fibril organization**
Extracellular matrix organization (GO:0030198)	SPARC, COL16A1, ELN, ITGB3, LAMA4, ICAM2, NOXO1, LAMC1, NID2, FBLN5, LOXL2, ADAMTS4, SCUBE3, SH3PXD2A, SERPINH1, ITGA4, LAMB1, NPNT, HSPG2, COL1A1, MFAP5, COL3A1, COL1A2, MMP16, COL4A2, LOX, COL5A1, OPTC, COL4A1, COL5A3, COL6A2, PXDN, COL5A2, COL6A1, COL4A6, ITGA8, PECAM1, COL4A5, AGRN, CD44, FBN1
Collagen fibril organization (GO:0030199)	COL1A1, COL3A1, COL1A2, COL5A1, LOX, COL5A3, COL5A2, SERPINH1, LOXL2
**Downregulated genes of KEGG pathways of ECM receptor interaction and focal adhesion**	
ECM receptor interaction (KEGG_2019_Mouse)	SDC4 ITGB3 LAMA4 GP1BA LAMB1 LAMC1 NPNT HSPG2 COL1A1 COL1A2 COL4A2 COL4A1 COL6A2 COL6A1 CHAD ITGA8 COL4A6 COL4A5 SDC1 AGRN CD44
Focal adhesion (KEGG_2019_Mouse)	GSK3B ITGB3 LAMA4 ILK PIK3CB LAMC1 ACTB MYL12A CCND2 CHAD PAK4 VASP JUN PPP1R12A CAV3 ITGA4 CAV1 LAMB1 IGF1 VEGFA COL1A1 COL1A2 COL4A2 COL4A1 COL6A2 COL6A1 ZYX COL4A6 ITGA8 COL4A5 RAF1

### Pathways related to protein folding control and stress response are predominantly down-regulated in old aortae

In addition to the cluster of genes involved in ECM organization, we observed that “response to unfolded protein (GO:0006986)” and “chaperone mediated protein folding requiring cofactor (GO:0051085)” were among the top 10 enriched downregulated GO terms in the aged aorta (Figure 3A). 

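Table 4 of the paper lists 13 genes under response to unfolded protein, and edgeR called 9 of them lower in old aortae. Under chaperone mediated protein folding requiring cofactor it lists 9 genes, of which edgeR called 7 lower. All genes of both terms had negative log2 fold changes and were lower with DESeq2, and they were chosen on these samples. The median log2 fold change was -0.76 in the former term and -1.09 in the latter. The Reactome set of the unfolded protein response, which concerns the endoplasmic reticulum, had 14 tested genes and a median of -0.05 (limma camera, adjusted p = 0.233 over the list alone and 0.543 over all sets, fry, adjusted p = 0.361 over the list). Its adjusted p lay between 0.0606 and 0.664 over 13 alternatives. For 16 chaperones of the endoplasmic reticulum the median was -0.03 (limma camera, adjusted p = 0.95 over the list alone, and 0.158 to 0.989 over the alternatives), and none had an unadjusted p below 0.05 in edgeR or was called by edgeR, DESeq2 or limma-voom.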

Several other pathways associated with protein folding process such as “chaperone-mediated protein complex assembly (GO:0051131)” and “'de novo' posttranslational protein folding (GO:0051084)” also displayed significant downregulation (Tables 2, 4). These pathways consisted of numerous differentially expressed genes controlling protein folding, such as heat shock protein family members (e.g. *Hspa8, Hsp90aa1, Hspa1a*), Dnaj heat shock protein family (Hsp40) members (e.g. *Dnaja1, Dnajb1*) and clusterin (*Clu*) (Figure 4). These findings indicate a functional deterioration in protein folding control in the old aorta, particularly chaperone activities, which has been reported as one of the age-related molecular alterations in the vasculature [1, 38, 39].

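*Hsp90aa1* (chromosome 12, 110690605 to 110702728) fell from 11068 ± 3243 normalized counts (SD, n = 5) in young to 6503 ± 933 in old aortae, a log2 fold change of -0.76 (SE 0.19, edgeR Benjamini-Hochberg adjusted p = 0.0300). *Hspa8* (chromosome 9, 40800984 to 40810087) fell from 38654 ± 11083 to 24314 ± 4336 and was not called by edgeR, with a log2 fold change of -0.66 (SE 0.20, edgeR Benjamini-Hochberg adjusted p = 0.0588). These genes share 47.5% (*Hsp90aa1*) and 39.4% (*Hspa8*) of their windows, mostly with the processed copies *Gm12346* and *Gm15459*, so that the authors' counting could have split their reads. *Dnajb1* (chromosome 8, 83608193 to 83612653) fell from 3584 ± 1377 to 1313 ± 562, a log2 fold change of -1.44 (SE 0.35, edgeR Benjamini-Hochberg adjusted p = 0.0300). *Dnaja1* (chromosome 4, 40722150 to 40737149), with 20.6% of its windows shared, fell from 3332 ± 1061 to 1815 ± 487, a log2 fold change of -0.87 that edgeR did not call (SE 0.26; Benjamini-Hochberg adjusted p = 0.0568). *Clu* (chromosome 14, 65968483 to 65981547) fell from 21436 ± 1402 to 17808 ± 829, a log2 fold change of -0.26 (SE 0.06, edgeR Benjamini-Hochberg adjusted p = 0.0201). Of the others in Fig. 4, *Dnajb4* (-1.48) and *Dnajb5* (-0.42) were called lower by edgeR, and *Hsph1* (-1.09) was not (Benjamini-Hochberg adjusted p 0.00611, 0.0239 and 0.0853). All 10 heat shock and Dnaj genes of Fig. 4 had negative log2 fold changes, with a median of -1.27, and edgeR called 7 of them.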

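Several of these calls changed in edgeR when 1 mouse was left out, and the alternatives counted here are the 20 other tools, scalings, filters and omissions of 1 mouse. *Hsp90aa1* was not called without young replicate 4 or 5 or old replicate 2, 3, 4 or 5 (edgeR, adjusted p 0.0580 to 0.0717, range 0.000405 to 0.0964). For *Dnajb1* the call was lost without young replicate 2 or 4 or old replicate 1, 2 or 3 (edgeR, adjusted p 0.0599 to 0.0671, range 0.00171 to 0.0702). *Clu* lost its call without young replicate 4 (0.0620) or old replicate 5 (0.0509), with a range of 0.000288 to 0.0620 in edgeR and the other tools. *Dnajb5* lost its call without young replicate 2 (0.0554) or young replicate 4 (0.0616), with a range of 0.00229 to 0.0616. *Hspa8* was called without young replicate 1 (0.00400) or old replicate 1 (0.0366), by DESeq2 (0.00417) and by limma-voom with sample quality weights (0.00654), with a range up to 0.170. *Dnaja1* was called without young replicate 1 (0.0161) or old replicate 1 (0.0440), by DESeq2 (0.0126), limma-voom (0.0311) and limma-voom with weights (0.00754), with a range up to 0.141. *Hsph1* was called without young replicate 1 (0.0232) or old replicate 1 (0.0369), by DESeq2 (0.0322), limma-voom (0.0479) and limma-voom with weights (0.00865), with a range up to 0.182. From the lower expression of genes for heat shock proteins, Dnaj proteins and clusterin, the paper reads a functional decline in the control of protein folding in the old aorta, particularly in chaperone activities.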

**Figure 4:**
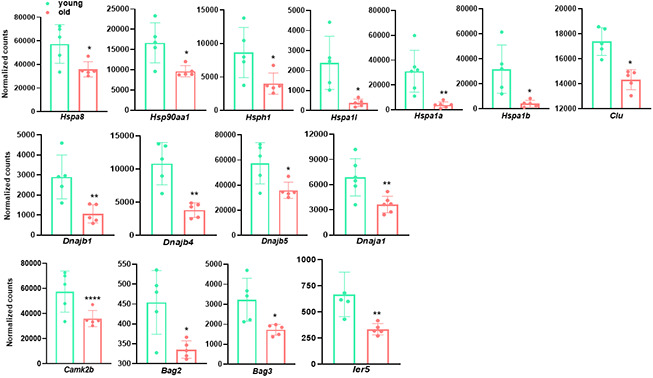
**Genes involved in protein folding process and stress response are decreased in old aortae.** Normalized counts of significantly differentially expressed genes involved in protein folding process and stress response in mouse aortae. Data are presented as a scatterplot of individual points with mean±SD, n=5. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 compared to young aortae, unpaired two-tailed Student's t-test.

**Table 4:** Downregulated GO biological terms and KEGG pathways involving protein folding and stress response in old aortae.

**Downregulated genes of GO terms involving protein folding and unfolding process**	
Response to unfolded protein (GO: 0006986)	HSPA8, HSP90AA1, HSP90AB1, HSPA1L, HSPA4, HSPB1, HSPE1, HSPD1, DNAJA1, DNAJB1, HSPH1, DNAJB5, DNAJB4
Chaperone mediated protein folding requiring cofactor (GO: 0051085)	DNAJB1, HSPA8, HSPH1, HSPA1L, HSPA4, PTGES3, HSPE1, HSPA1B, HSPA1A
Chaperone-mediated protein complex assembly (GO: 0051131)	HSP90AA1, HSP90AB1, HSPA4 PTGES3, CLU, HSPD1, HSPA1A
'de novo' posttranslational protein folding (GO:0051084):	DNAJB1, HSPA8, HSPH1, HSPA1L, HSPA4, PTGES3, HSPE1, HSPA1B, HSPA1A
**Downregulated genes of KEGG pathways involving response to stress and heat**	
Regulation of cellular response to heat (GO: 1900034)	CAMK2B, GSK3B, HSPA8, HSP90AA1, HSP90AB1, HSPA1L, HSPB8, PTGES3, DNAJB1, HSPH1, BAG2, BAG3, IER5, HSPA1B, HSPA1A
Regulation of cellular response to stress (GO: 0080135)	CAMK2B, HSPA8, GSK3B, HSP90AA1, HSP90AB1, HSPA1L, HSPB8, PTGES3, NPAS2, ARNTL, DNAJB1, CHCHD2, HSPH1, BAG2, BAG3, HSPA1B, HSPA1A

Reduced protein folding and endoplasmic reticulum (ER) network efficiency with aging results in the accumulation of unfolded proteins, which provokes ER stress and subsequently cellular ER stress response [40]. On a more general basis, aging vessels are confronted by various endogenous and exogenous stressors such as inflammation, oxidative stress, and DNA damage. Therefore, a notably impaired ability of stress response may be a major determinant for the development of age-related vascular pathologies [1]. Consistent with this notion, we found that the regulation of cellular response to heat (GO:1900034, adjusted p =1.91E-05) and stress (GO:0080135, adjusted p = 4.74E-05) were significantly downregulated in aged aortae (Table 4). 

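Of the 15 genes that Table 4 of the paper lists under regulation of cellular response to heat, edgeR called 11 lower in old aortae. Under regulation of cellular response to stress it called 13 of 17. All of them had negative log2 fold changes, and the lists were chosen on these samples. The Reactome set of cellular response to heat stress, with 72 tested genes, had a median log2 fold change of -0.08 (limma camera, adjusted p = 0.0111 over the list alone and 0.101 over all sets, fry, adjusted p = 0.0749 over the list, and 0.000796 to 0.384 over the alternatives). Its narrower set of HSF1-dependent transactivation, with 21 tested genes, had a median of -0.25 (limma camera, adjusted p = 0.000719 over the list alone and 0.0073 over all sets, fry, adjusted p = 0.0239 over the list, and 6.06e-05 to 0.384 over the alternatives). In the latter, edgeR called 7 genes lower and 1 higher.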

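*Camk2b* (chromosome 11, 5969644 to 6066362) fell from 738 ± 52.0 normalized counts (SD, n = 5) in young to 488 ± 44.6 in old aortae without overlap, a log2 fold change of -0.59 (SE 0.08, edgeR Benjamini-Hochberg adjusted p = 0.000375). *Ier5* (chromosome 1, 155096361 to 155099636) fell from 825 ± 265 to 417 ± 72.4, a log2 fold change of -0.98 (SE 0.21, edgeR Benjamini-Hochberg adjusted p = 0.0133). *Bag3* (chromosome 7, 128523616 to 128546981) fell from 3986 ± 1338 to 2141 ± 330.3, a log2 fold change of -0.89 (SE 0.22, edgeR Benjamini-Hochberg adjusted p = 0.0279). *Bag2* (chromosome 1, 33745484 to 33757795) fell from 561 ± 103 to 413 ± 25.7 with overlapping groups, a log2 fold change of -0.43 (SE 0.12, edgeR Benjamini-Hochberg adjusted p = 0.0288). The call of *Bag3* was lost in edgeR without young replicate 3 or 4 or old replicate 2 or 3 (adjusted p 0.0534 to 0.0711) and without the low-count filter (0.0825), with a range of 0.000135 to 0.0825 over 20 alternatives. That of *Bag2* was lost without young replicate 2, 4 or 5 or old replicate 2, 3, 4 or 5 (edgeR, adjusted p 0.0507 to 0.0759), with a range of 0.000688 to 0.0759.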

Reduced expression of several representative genes implicated in cellular response to stress, including *Camk2b, Bag2, Bag3*, *and Ier5,* is shown in Figure 4.

### Circadian rhythm genes are differentially expressed in young and old aortae

It has become increasingly appreciated that circadian rhythm disruption precipitates vascular dysfunction [41, 42]. For example, dysregulated expression of circadian clock components results in dysregulation of inflammatory process and ECM dynamics, which are key pathophysiological factors underlying CVDs [42]. To assess the impact of aging on aortic circadian rhythm, we examined the expression of multiple molecular clock genes (Figure 5). 

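*Arntl* (chromosome 7, 113207465 to 113314126), which encodes BMAL1, had 706 ± 121 normalized counts (SD, n = 5) in young and 208 ± 104 in old aortae, a decrease of 70.5%. Its log2 fold change was -1.76 (SE 0.32, edgeR Benjamini-Hochberg adjusted p = 0.00717). *Clock* (chromosome 5, 76209868 to 76304792) fell from 2979 ± 94.6 to 2033 ± 299, a decrease of 31.7% and a log2 fold change of -0.54 (SE 0.09, edgeR Benjamini-Hochberg adjusted p = 0.00176). In both genes the highest old aorta lay below the lowest young aorta.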

*Arntl* (brain-and-muscle ARNT-like protein, also called BMAL1) and *Clock* (circadian locomotor output cycle kaput), the two core transcription factors controlling the transcriptional-translational feedback loop (TTFL) of mammalian clock, exhibited a ~50% and ~30% decrease in old aortae, respectively. 

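Of the clock genes that peak at the phase of *Arntl*, *Npas2* (chromosome 1, 39193731 to 39363236) fell from 923 ± 251 normalized counts (SD, n = 5) to 256 ± 97.3, a log2 fold change of -1.84 (SE 0.29, edgeR Benjamini-Hochberg adjusted p = 0.00368). *Dbp* (chromosome 7, 45705088 to 45710203), of whose windows 16.2% are shared, mostly with the neighboring *Sphk2*, rose from 1081 ± 382 to 3939 ± 1303, a log2 fold change of 1.87 (SE 0.28, edgeR Benjamini-Hochberg adjusted p = 0.00282). *Bhlhe41* (chromosome 6, 145858243 to 145865558), with 16.4% shared, mostly with *Gm43909*, rose from 364 ± 76.3 to 866 ± 196, a log2 fold change of 1.26 (SE 0.18, edgeR Benjamini-Hochberg adjusted p = 0.00124). *Per2* (chromosome 1, 91415982 to 91459324) rose from 1351 ± 489.5 to 2429 ± 518 with overlapping groups and was not called, with a log2 fold change of 0.85 (SE 0.26, edgeR Benjamini-Hochberg adjusted p = 0.0617). It was called without young replicate 2 (edgeR, 0.0393), by DESeq2 (0.0183), limma-voom (0.0230), limma-voom with weights (0.0240) and edgeR with library size alone (0.0460), with a range up to 0.152 over 20 alternatives. Of 19 tested genes in the list of canonical clock genes, edgeR called 8 higher and 5 lower, and the changes of *Ciart* (2.36, with 11.9% of its windows shared with *Gm9176*), *Per3* (1.46), *Hlf* (1.31) and *Tef* (1.03) were the largest rises besides *Dbp* and *Bhlhe41*. *Cry2* (0.45) and *Nr1d2* (0.73) were also called higher and *Rora* (-0.56) lower (edgeR, Benjamini-Hochberg adjusted p 0.0107, 0.0237 and 0.0371). In edgeR *Nr1d2* lost its call without young replicate 4 or old replicate 3 or 5 (0.0558 to 0.0648, range 0.000410 to 0.0841), and *Rora* with any mouse other than young replicate 1 or 3 left out (0.0580 to 0.0813, range 0.000304 to 0.117). *Nr1d1* (0.68, edgeR Benjamini-Hochberg adjusted p = 0.136) was called without young replicate 5 (0.0429, range 0.0429 to 0.286). *Bhlhe40* (0.87, edgeR Benjamini-Hochberg adjusted p = 0.0573) was called without young replicate 2 (0.0240) or old replicate 4 (0.0433) and by DESeq2, both forms of limma-voom and library size alone (range 0.0187 to 0.141). *Cry1* (0.20) was not called in any alternative. The list's median log2 fold change was 0.68 (limma camera, adjusted p = 0.00518 over the list alone, fry, adjusted p = 0.00451, and 0.00121 to 0.438 over the alternatives), whereas the 28 tested genes of the Reactome circadian clock set had a median of 0.01 (limma camera, adjusted p = 0.618 over the list alone, and 0.283 to 0.848 over the alternatives).

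**Figure D2:**
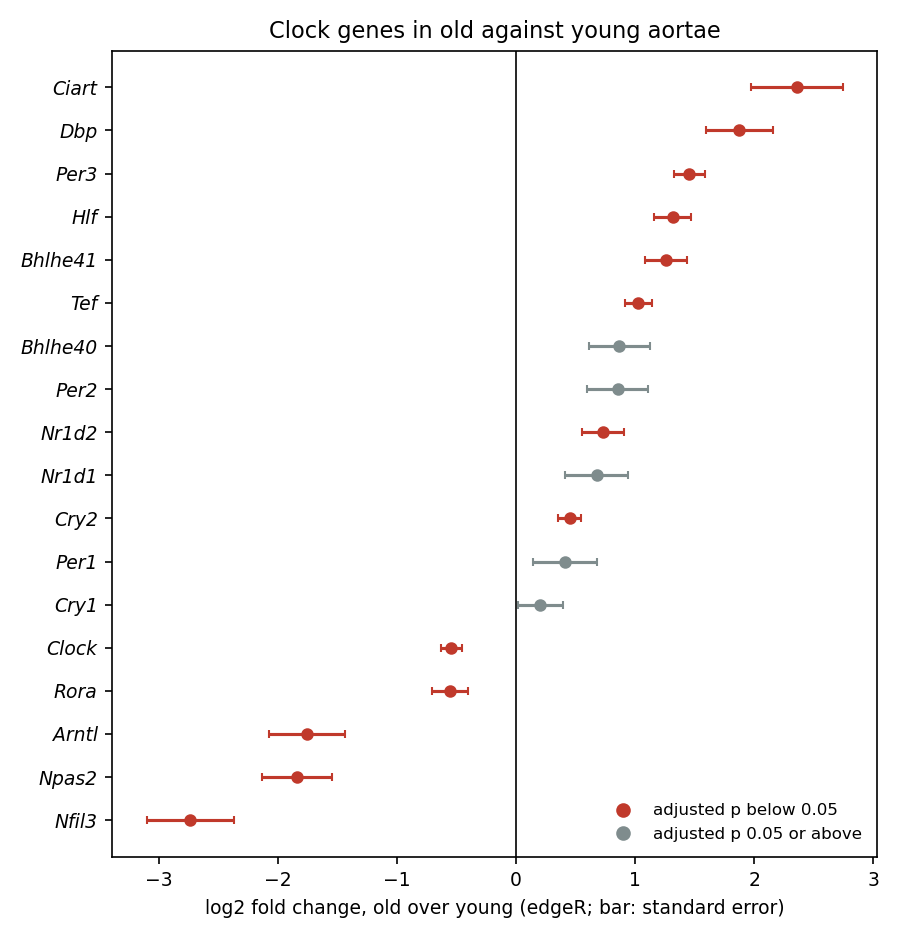
Log2 fold change of old over young aortae for 18 of the 19 tested canonical clock genes, with bars of 1 SE. Red points mark genes called by edgeR at a Benjamini-Hochberg adjusted p below 0.05. The values run from -2.74 for Nfil3 to 2.36 for Ciart.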

Other downregulated clock genes were *Nfil3* (repressor of *Per* transcriptional activity) and *Npas2* (neuronal PAS domain protein 2, *Clock* paralogue), concurring with an upregulation of negative feedback loop components, including *Dbp* (activator of *Per1* transcription), *Bhlhe41* (Basic Helix-Loop-Helix Family Member E41), and *Per2* (repressor of BMAL1/CLOCK complex transcriptional activity) (Figure 5). Altogether, our analysis shows that the transcriptional level of circadian rhythm regulators differs between young and old aortae, supporting the concept that altered circadian rhythm couples with advancing age.

**Figure 5:**
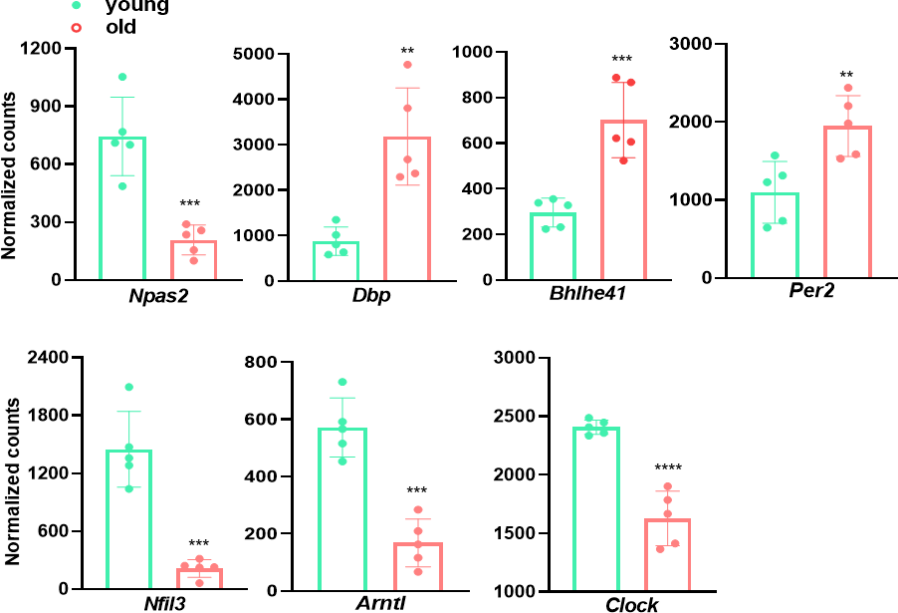
**Circadian rhythm genes are differentially expressed in young and old aortae.** Normalized counts of significantly differentially expressed molecular clock genes in mouse aortae. Data are presented as a scatterplot of individual points with mean±SD, n=5. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 compared to young aortae, unpaired two-tailed Student's t-test.

### qRT-PCR validation of representative genes for major terms/pathways regulated by aging

To validate age-regulated pathways revealed by aforementioned RNA-seq analysis, we performed qRT-PCR to evaluate the expression of representative genes of several major pathways, including *Col1a1*, *Col3a1*, and *Lox* for ECM organization (Figure 6A), *Hsp1a*, *Hsp1b*, and *Hsph1* for protein folding control (Figure 6B), as well as *Nfil3*, *Bhlhe41*, and *Npas2* for circadian rhythm (Figure 6C). qRT-PCR showed that the expression of these representative genes exhibited similar alterations to those derived from RNA-seq analysis. These results confirmed the regulation of aging on ECM organization, protein folding control, and circadian rhythm pathways revealed by RNA-seq.

**Figure 6:**
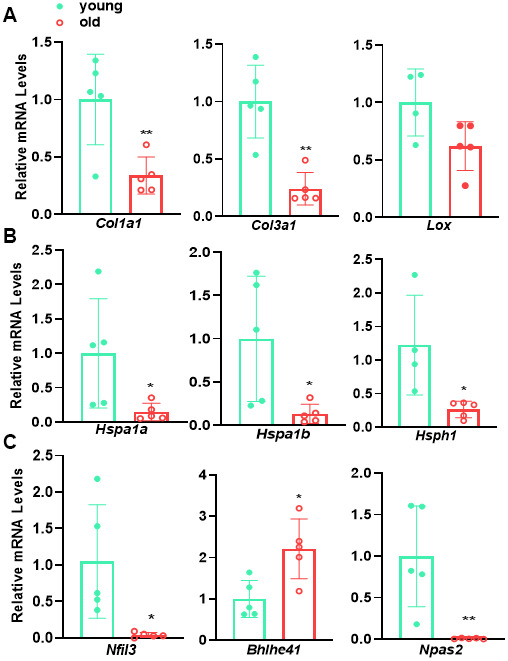
**qRT-PCR validation of representative genes for major age-regulated terms/pathways.** qRT-PCR analysis for the representative genes involving in (**A**) ECM organization, (**B**) protein folding and (**C**) circadian rhythm in young versus old mouse aortae. Data are presented as a scatterplot of individual points with mean±SD, reflecting fold changes over young aortae (set to 1), n=5. *p < 0.05, **p < 0.01, unpaired two-tailed Student's t-test.

### The differentiated VSMC phenotype is retained in aged aortae

VSMC phenotypic shifting from the quiescent differentiated phenotype to a synthetic dedifferentiated state underlies the pathogenesis of various vascular diseases, including restenosis, atherosclerosis, aneurysm formation, and AVF failure [17–19]. A hallmark of this phenotypic switch is the marked reduction of SMC marker genes. To ascertain whether similar phenotypic switching occurs in arterial aging, we first compared levels of transcripts of SMC markers in young versus old aortae. Bulk RNA-seq revealed a slight and insignificant decrease in SMC marker genes, including *Myh11, Cnn1, Acta2, Lmod1*, and the master regulator of SMC differentiation program, *Myocd* in old aortae (Figure 7A). 

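*Acta2* (chromosome 19, 34241090 to 34255590) had 390587 ± 31099 normalized counts (SD, n = 5) in young and 348817 ± 33917 in old aortae, a log2 fold change of -0.16 (SE 0.09, edgeR Benjamini-Hochberg adjusted p = 0.303). *Myh11* (chromosome 16, 14194535 to 14291372) had 232530 ± 19037 and 220926 ± 14371, a log2 fold change of -0.07 (SE 0.08, edgeR Benjamini-Hochberg adjusted p = 0.657). *Cnn1* (chromosome 9, 22099216 to 22109630) had 38441 ± 5601 and 32771 ± 3252, a log2 fold change of -0.22 (SE 0.10, edgeR Benjamini-Hochberg adjusted p = 0.193). *Myocd* (chromosome 11, 65176561 to 65269989) had 4719.9 ± 1959 and 3227 ± 575, a log2 fold change of -0.54 (SE 0.30, edgeR Benjamini-Hochberg adjusted p = 0.294). *Lmod1* (chromosome 1, 135324807 to 135368065) had 16566 ± 2008 and 17142 ± 595, a log2 fold change of 0.06 (SE 0.08, edgeR Benjamini-Hochberg adjusted p = 0.701). The sign for *Lmod1* is not settled, since correction for GC content and length gave -0.000674. None of these genes was called by edgeR, DESeq2 or limma-voom, and none had an unadjusted p below 0.05 in edgeR. Without young replicate 1, edgeR called *Cnn1* (adjusted p = 0.0447, range 0.0447 to 0.350 over 20 alternatives) and *Myocd* (0.0204, range 0.0204 to 0.510) lower. The SE values set the size of change that could have been seen, which was smallest for *Myh11*, *Lmod1* and *Acta2*. Over 14 smooth muscle markers the median log2 fold change was -0.06 (limma camera, adjusted p = 0.95 over the list alone, and 0.42 to 0.989 over the alternatives), and edgeR called *Smtn* higher (0.29, SE 0.07; Benjamini-Hochberg adjusted p = 0.0217).

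**Figure D3:**
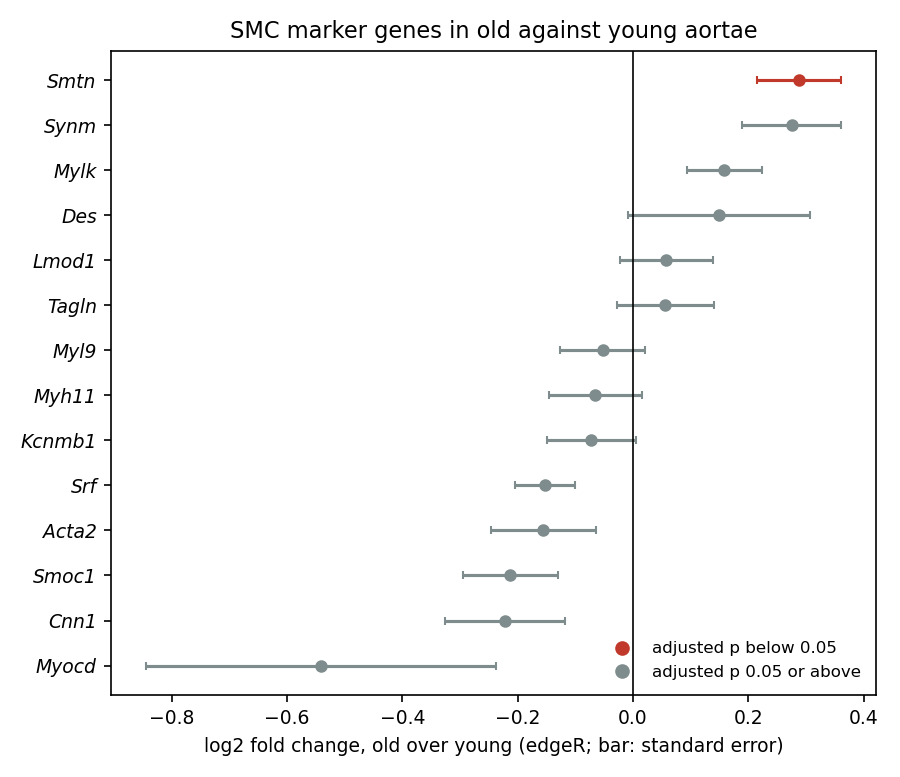
Log2 fold change of old over young aortae for 14 smooth muscle markers, with bars of 1 SE. Red points mark genes called by edgeR at a Benjamini-Hochberg adjusted p below 0.05, which here is Smtn alone, at 0.29.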

Further, this subtle downregulation of VSMC marker expression was confirmed by western blot and immunostaining of both MYH11 and ACTA2 (Figure 7B–7C). To determine SMC lineage in old aortae, we sought to take advantage of an established SMC reporter mouse line, Myh11-Cre-ER^T2^/mTmG system [19]. As expected, the medial layer of old aortae was predominately comprised of GFP labeled SMC-derived cells positive for MYH11 and ACTA2 (Figure 7D). These data suggest that though there is a subtle reduction in the expression of SMC markers, these cells maintain the differentiated SMC phenotype.

**Figure 7:**
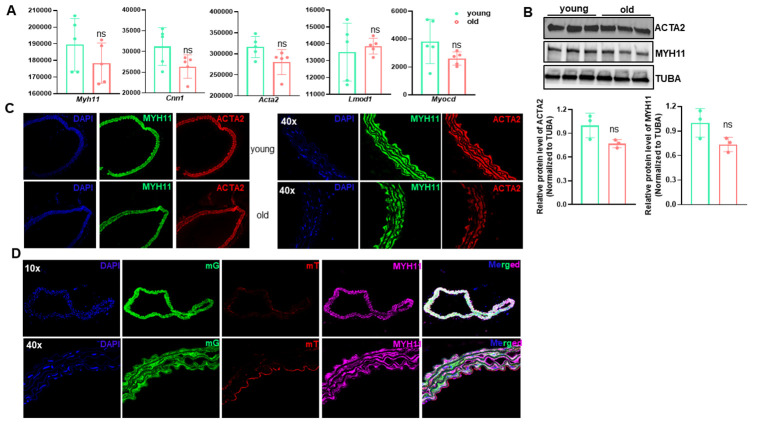
**The contractile vascular smooth muscle cell (VSMC) phenotype is retained in old aortae.** (**A**) Normalized counts of SMC marker genes in young and old mouse aortae. Data are presented as a scatterplot of individual points with mean±SD, n=5. ns, not significant compared to young aortae, unpaired two-tailed Student's t-test. (**B**) Western blotting for the indicated SMC marker proteins in total protein lysates of young and old mouse aortae and its quantitation (n=3). (**C**) Representative confocal microscopy images of immunofluorescence staining for MYH11 and ACTA2 in aortae of young and old C57/BL6 mice. (**D**) Representative confocal microscopy images of immunofluorescence staining for MYH11 and ACTA2 together with fluorescence of membrane Tomato (mT, Red) and membrane GFP (mG, Green) in young and old Myh11-Cre-ERT/mTmG reporter mice. Mice (14 wks) were injected with tamoxifen (TMX) for 5 consecutive days (n=4) and aortae were isolated at the age of 54 wks. Upon TMX induction, all mature SMCs were labeled by mG, whereas other cell types were labeled by mT.

## DISCUSSION

Advanced medicine and modern lifestyle have resulted in an extended life expectancy. However, this increase in life span is unfortunately accompanied by the occurrence of a number of age-associated diseases such as CVD, neurodegenerative disorder, and cancer [43]. While emerging evidence has pointed to the complexity of arterial aging, a vital process leading to arterial dysfunction and age-related cardiovascular and cerebrovascular diseases, our understanding of what and how diverse pathways intertwine during this process is considerably limited. As such, we performed unbiased genome wide RNA-seq in young and old mouse aortae to dissect the transcriptome regulated by aging. Our results showed that the majority of the upregulated pathways in old aortae related to immune response, including inflammation activation, apoptotic clearance, and phagocytosis. Though excessive collagen accumulation has been reported to contribute to arterial stiffness, ECM organization was the top downregulated pathway in aged aortae. Notably, we found that chaperone-mediated protein folding control and stress response pathways were impaired in aged vessels. We also noticed that circadian core clock genes were differentially expressed in young and old vessels. Finally, transcriptome analysis combined with protein expression validation, as well as SMC lineage tracing showed that SMCs in aged aortae retained the differentiated SMC phenotype, with subtle insignificant downregulation of SMC marker expression (Figure 8). Our results therefore unveiled the critical pathways and involved genes regulated by arterial aging in mice, which provide important insight into the strategies to combat vascular aging and age-associated vascular diseases.

**Figure 8:**
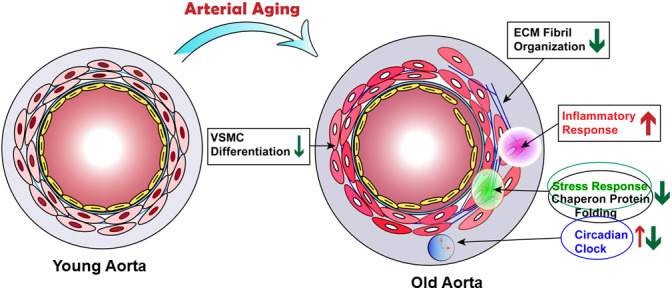
**Proposed model of transcriptome regulated by arterial aging.** Schematic illustrating that arterial aging triggers the activation of inflammatory response and reduction of ECM fibril organization, chaperon-mediated protein folding control and stress response, as well as altered circadian clock.

Previous studies have documented a senescence-associated secretory phenotype (SASP) in aged cells, featuring a low grade activation of proinflammatory cytokines/ chemokines, MMPs, and inflammatory mediator gene expression [1, 44]. Consistently, our results revealed an induction of a broad range of proinflammatory genes and cell cycle suppressor p16^INK4A^. Interestingly, we found this proinflammatory phenotype shift was accompanied by a slight downregulation of VSMC differentiation gene program, with an insignificant decrease in VSMC markers and the master regulator MYOCD gene expression. In addition, we did not observe cells positive for either MAC3 (macrophage marker) or CD45 (leukocyte marker) in medial layer of old aortae. This indicates that arterial aging lacks evident “VSMC to macrophage” phenotypic transition and infiltration of proinflammatory cells, both of which occur in vascular disease contexts such as restenosis and atherosclerosis [18, 45, 46]. This is consistent with the notion that aging is a physiological and chronic process attributable to low grade perturbation of multifactorial pathways. A recent study from feed arteries of soleus muscle in rats reported that aged vessels exhibited a decrement in SMC contractility, mainly owing to the impairment of RhoA/ROCK signaling and significant decreased SMα-actin fibers [47]. This is somewhat inconsistent with our current findings wherein genes encoding both cyto-contractile and contraction regulatory proteins (see GSE145972) were insignificantly attenuated. 

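A list of 14 genes that regulate smooth muscle contraction, among them the RhoA and ROCK genes, had a median log2 fold change of -0.01 and a range of -0.28 to 0.20, with 7 genes negative and 7 positive. The median was 0.02 when libraries were scaled by the upper quartile or by library size alone. Camera of limma gave an adjusted p of 0.95 over the list alone, between 0.264 and 0.989 over the alternatives. At an adjusted p below 0.05 edgeR and limma-voom called 0 of the 14, DESeq2 called 2 and limma-voom with sample quality weights called 3, and in edgeR 4 had an unadjusted p below 0.05. The Reactome set of smooth muscle contraction, with 24 tested genes of which edgeR called 1 lower, had a median of -0.04 (limma camera, adjusted p = 0.394 over the list alone and 0.742 over all sets, fry, adjusted p = 0.503 over the list, and 0.228 to 0.715 over the alternatives).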

Whether these marginally reduced gene programs hamper vessel contraction of old aortae in mice and humans warrants further investigation.

One notable finding in this study was the downregulation of key pathways controlling protein folding process. These included response to unfolded protein, chaperone mediated protein folding requiring cofactor, chaperone-mediated protein complex assembly, and 'de novo' posttranslational protein folding. This indicates that protein folding control, a critical process of proteostasis, is impaired in aged arteries. This finding is in agreement with previous reports that loss of proteostasis is a major feature of aging and age-associated degenerative diseases [1, 10, 48, 49]. 

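The paper's 4 terms on protein folding hold 17 distinct genes in Table 4, of which 15 encode heat shock or Dnaj proteins. Of these 15 edgeR called 11 lower in old aortae, and of all 17 it called 13. In the terms on complex assembly and on de novo folding, edgeR called 6 of 7 and 7 of 9 genes lower. DESeq2 called every one of the 17 lower.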

Interestingly, the majority of downregulated genes within these pathways are those encoding heat shock proteins (HSPs), which is consistent with the downregulation of stress and heat shock response pathways revealed by GO analysis. We noticed that the most dramatically reduced genes (>6 fold) were the three HSP70 alternative splicing variants, namely *Hspa1a*, *Hspa1b*, and *Hspa1l*. 

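*Hspa1b* (chromosome 17, 34956436 to 34959238), *Hspa1a* (chromosome 17, 34969190 to 34972156) and *Hspa1l* (chromosome 17, 34972703 to 34979285) are annotated as separate genes within 1 locus. *Hspa1b* fell from 11634 ± 7179 normalized counts (SD, n = 5) in young to 1456 ± 1000.1 in old aortae, a ratio of 7.99 and a log2 fold change of -2.99 (SE 0.62, edgeR Benjamini-Hochberg adjusted p = 0.0145). *Hspa1a* fell from 10309 ± 6245 to 1331 ± 819, a ratio of 7.74 and a log2 fold change of -2.95 (SE 0.60, edgeR Benjamini-Hochberg adjusted p = 0.0134). *Hspa1l* fell from 357 ± 43.4 to 128 ± 18.9, a ratio of 2.79 and a log2 fold change of -1.47 (SE 0.12, edgeR Benjamini-Hochberg adjusted p = 1.37e-05). Young mice differed widely in *Hspa1a* and *Hspa1b*, and still the lowest young aorta lay above the highest old aorta in all 3 genes. No called gene fell further than *Hspa1b*, 1 fell further than *Hspa1a*, and 40 fell further than *Hspa1l*. The genes *Hspa1a* and *Hspa1b* share 66.3% and 62.3% of their windows, mostly with each other, so that the split of reads between them is uncertain. Of the windows of *Hspa1l*, 71.4% are shared with *Gm10501* on the opposite strand.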

HSP70 family members have been established as the vital components of the cellular network of molecular chaperones and folding catalysts. Though downregulation of these molecular chaperone components has been demonstrated as an important contributor to aging and age-associated degenerative proteopathies, including polyQ (polyglutamine) disease, Alzheimer’s disease, and coronary artery disease [50, 51], the underlying mechanism remains enigmatic. The reduced expression of HSP family members unveiled in our study implies that this downregulation might occur at the transcriptional level. It is surprising that the established transcription factor for HSP family members, HSFs (a family of heat shock factor (HSF) transcription factors) [52], were not significantly regulated (see GSE145972). This raises the possibility that there might exist unknown regulator(s) of HSP70 gene transcription, which is of great interest to investigate in the future. 

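Of the heat shock factor genes, edgeR tested *Hsf1*, *Hsf2* and *Hsf4*, while *Hsf3* and *Hsf5* had too few counts. *Hsf1* (chromosome 15, 76477422 to 76501913) had 1150.4 ± 152 normalized counts (SD, n = 5) in young and 1059.8 ± 131 in old aortae, a log2 fold change of -0.11 (SE 0.10, edgeR Benjamini-Hochberg adjusted p = 0.541). *Hsf2* (chromosome 10, 57486385 to 57513135) had 385 ± 39.4 and 329.6 ± 19.5, a log2 fold change of -0.22 (SE 0.08, edgeR Benjamini-Hochberg adjusted p = 0.119), and it was called lower without young replicate 1 (0.0417, range up to 0.254 over 20 alternatives). *Hsf4* (chromosome 8, 105269801 to 105275845) rose from 38.0 ± 12.4 to 68.3 ± 15.2 without overlap and was called, with a log2 fold change of 0.85 (SE 0.23, edgeR Benjamini-Hochberg adjusted p = 0.0317). Its call was lost in edgeR without young replicate 2, 3, 4 or 5 or old replicate 1, 2 or 3 (adjusted p 0.0506 to 0.0780, range 0.00746 to 0.0780). The median of the 3 log2 fold changes was -0.11 and their mean 0.17, opposite in sign (limma camera, direction down, adjusted p = 0.95 over the list alone, and 0.756 to 0.997 over the alternatives).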

Beyond protein folding to ensure the correct conformation of protein and therefore avoid protein aggregates, proteostasis is also subjected to the regulation from proteolytic systems, mainly ubiquitin-proteasome and lysosomal autophagy systems to degrade protein aggregates [10, 48, 49, 51]. In contrast to the striking downregulation of protein folding pathways, our results failed to reveal significant changes in ubiquitination and autophagy pathways. Indeed, gene expression of key components of ubiquitination network, such as *Cul3*, *Nae1*, *Mdm2,* and *Ring1*, as well as autophagy machinery, *Sqstm1* and ATG family members, stayed the same in young and old aortae (see GSE145972). Therefore, the decline in protein homeostasis with aging might largely be attributed to the impaired transcription of the molecular chaperones for protein folding control.

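*Cul3* (chromosome 1, 80264923 to 80340480) had 1812 ± 156 normalized counts (SD, n = 5) in young and 1669.5 ± 105 in old aortae, a log2 fold change of -0.11 (SE 0.07, edgeR Benjamini-Hochberg adjusted p = 0.339). For *Nae1* (chromosome 8, 104511028 to 104534637), *Mdm2* (chromosome 10, 117688875 to 117710758) and *Ring1* (chromosome 17, 34020792 to 34024680) the log2 fold changes were 0.03, 0.04 and 0.02, with SE of 0.06, 0.07 and 0.11 (edgeR, Benjamini-Hochberg adjusted p 0.821, 0.785 and 0.941). Their signs changed between alternatives, so that no direction can be given. *Sqstm1* (chromosome 11, 50199366 to 50210827), with 15.5% of its windows shared, mostly with *Mrnip*, had 7532 ± 516 and 7834 ± 471 normalized counts and a log2 fold change of 0.06 (SE 0.06, edgeR Benjamini-Hochberg adjusted p = 0.573). At an adjusted p below 0.05, edgeR, DESeq2 and limma-voom called 0 of these genes and 0 of 18 tested autophagy genes, of which 3 had an unadjusted p below 0.05 in edgeR. The autophagy genes ranged from -0.19 to 0.20 with a median of 0.01, or -0.05 after correction for GC content and length (limma camera, adjusted p = 0.95 over the list alone, and 0.822 to 0.989 over the alternatives). The ubiquitination genes named by the paper had a median of 0.02 and a mean of -0.01 (limma camera, direction down, adjusted p = 0.95 over the list alone, and 0.799 to 0.994 over the alternatives). The Reactome set of ubiquitination and proteasome degradation in antigen processing, with 52 tested genes, had a median of -0.00416 (limma camera, adjusted p = 0.394 over the list alone and 0.733 over all sets, fry, adjusted p = 0.59 over the list) and passed without old replicate 3 (0.0345, and 0.0345 to 0.864 over the alternatives).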

Circadian rhythm is pervasive in vascular system. Numerous structural and regulatory genes are oscillated in a circadian rhythmic manner in the blood vessel system, resulting in many critical circadian rhythmic vascular functions, such as vessel wall contraction, leukocyte adhesion, and platelet aggregation [53–55]. In general, circadian rhythm is integrally governed by the core clock genes comprised of two activators, Clock, Bmal1 (ARNTL) and two repressors, Period (Per) and Cryptochrome (Cry). These core circadian components constitute a unique intrinsic TTFL to ensure their own circadian rhythmic gene expression pattern [56, 57]. The association of core clock gene expression with aging is controversial and likely context dependent. Although mounting evidence has stressed the importance of circadian rhythm in vascular homeostasis, no studies thus far have directly connected the circadian clock genes to vascular aging. 

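*Per1* (chromosome 11, 69095217 to 69109960) had 1705 ± 623 normalized counts (SD, n = 5) in young and 2254 ± 664 in old aortae, with overlapping groups. Its log2 fold change was 0.41 (SE 0.27, edgeR Benjamini-Hochberg adjusted p = 0.376), and it was not called in any of 20 alternatives. Among 5 clock genes that peak with *Arntl*, edgeR called 4 lower, and the median log2 fold change was -1.76. Among 10 that peak with *Dbp*, all were positive and 7 were called higher, with a median of 1.14.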

We found that the transcription activators of circadian clock machinery, *Arntl*, *Clock*, and *Nasp2*, were significantly decreased, whereas the repressors, *Per1/Per2*, and *Bhlhe41* were increased in aged aortae. This reciprocal correlation of molecular clock activator and repressor to vascular aging is consistent with their intrinsic negative feedback required for their 24 hours rhythmic gene expression. Beyond these core clock components, another well-known circadian clock gene, *NfIl3* (E4B4), was also drastically downregulated in aged vessels. It has been reported that NFIL3 represses *Per1/Per2* gene transcription [58]. Therefore, reduced *Nfil3* might contribute to the elevated *Per1/Per2* gene expression in aged vessels revealed in our study. Altogether, these results indicate that the circadian core machinery is tightly regulated by vascular aging. The mechanism underlying aging regulation of circadian clock gene expression is virtually unknown. Nevertheless, a recent report suggests that cellular senescence impairs circadian rhythmicity, which might relate to the decreased ability of senescent cells to transmit nitric oxide, an important circadian signal to their clocks [7]. Interestingly, our study showed that *Nos3* (eNOS), the key enzyme to synthesize nitric oxide in the vasculature wall was downregulated (see GSE145972), which might further attenuate NO signaling for circadian rhythm control. 

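*Nos3* (chromosome 5, 24364810 to 24384474) fell from 1636 ± 299 normalized counts (SD, n = 5) in young to 1076 ± 350.4 in old aortae, with overlapping groups (exact permutation, p = 0.0317). Its log2 fold change was -0.60 (SE 0.22) and was not called by edgeR (Benjamini-Hochberg adjusted p = 0.110). It was called without old replicate 2 (edgeR, 0.0223), by DESeq2 (0.0201) and by limma-voom with sample quality weights (0.0297), with a range of 0.0201 to 0.245 over 20 alternatives. Of its windows 20.0% are shared, and genes on the opposite strand, such as *Atg9b*, overlap 32.3% of its exonic sequence.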

Whether this senescence associated impairment in NO signaling leads to the dysregulated molecular clock gene expression in aged arteries requires further investigation.

The mammalian genome is extensively transcribed, with the majority of transcripts falling into the noncoding class [59, 60]. 

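A count in at least 1 library was found for 17387 protein coding genes and for 10624 other symbols, under GENCODE M21. The latter comprised 6182 long noncoding RNA or other genes, 3204 pseudogenes, 788 small or ribosomal RNA genes, 203 immunoglobulin or T cell receptor segments and 247 symbols without a type. Together they took 1.07% of the counts.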

Careful analysis of noncoding genes from our RNA-seq data showed that only 10,662 noncoding genes, a lower number than protein coding genes (17,349), were detected in our study. 

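The median normalized count over the 10 libraries was 0.591 for genes other than protein coding and 273 for protein coding genes. A mean count below 10 was found for 87.7% of the former and 23.3% of the latter. Of the 10624 symbols, 1309 (12.3%) had enough counts to be tested by edgeR.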

The majority of these noncoding genes were of low counts, which is in accordance with the much lower abundance of most long noncoding RNAs (lncRNAs) compared with protein coding genes. 

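DESeq2 called 112 genes of a type other than protein coding, 64 higher and 48 lower in old aortae, against 37 and 30 in edgeR. The fit without young replicate 1 gave 58 higher and 35 lower, and the fit without young replicate 2 gave 18 lower genes. A poly(A) selected library counts RNA without a poly(A) tail poorly, so that these numbers are limited to polyadenylated RNA.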

Among all detected noncoding genes, only 65 and 49 were upregulated and downregulated, respectively, in aged aortae. We attribute this low number of noncoding transcripts to the insufficient reads (30 million per sample) and selection for polyadenylated (poly(A)) RNA transcripts employed in our RNA-seq. Regardless, the small portion of noncoding genes regulated by arterial aging also suggest that noncoding gene transcription may resist to the low-grade chronic stress derived from physiological aging. This might serve as a potential distinction between physiological aging and vascular pathology, the latter involves the emerging roles of noncoding genes, in particular microRNAs and lncRNAs.

There are two evident limitations in our current study. First, our study was confined to male mice. Emerging evidence suggests gender differences in aging and aging-associated vascular diseases. It will therefore be of high interest to determine if the distinct pathways revealed in male mice could also apply to female mice. Second, the RNA samples used for our bulk RNA-seq were extracted from aortae wherein only periadventitial adipose tissue was removed; it is unclear at this time whether cells other than bonafide SMC (e.g., resident stem cells in vessel wall) contribute to the changes in these pathways. This enigma could be resolved by single cell RNA-seq in concert with lineage tracing reporter system in young versus aged aortae.

In summary, our unbiased study revealed the transcriptome regulated by physiological aging in mouse aortae. In addition to validation of previously well-recognized SASP exhibited in aged aortae, we uncovered a significant downregulation in gene expression of molecular chaperone HSP70 family members, as well as the dysregulated circadian core clock machinery in aged aortae. Our results therefore unveiled critical pathways and involved genes regulated by arterial aging, which will have important implications for strategies to combat vascular aging and age-associated vascular diseases such as atherosclerosis and aneurysm.

## MATERIALS AND METHODS

### Animals

All experiments were performed in compliance with approved protocols of the Institutional Animal Care and Use Committee (IACUC) at Albany Medical College. Both young (2 months) and old (18 months) male C57BL/6 mice were purchased from Jackson laboratory. Both groups were fed with water and standard rodent chow diet for more than one month before sacrifice at the same time for experiments. Young (14.5 weeks) and old (92.4 weeks) mice were sacrificed at the same time followed by tissue isolation for RNA preparation. In order to track VSMCs lineage in old aortae, we bred Myh11-CreER^T2^ (JAX, # 007576) to ROSA mT/mG mice (JAX, # 01979) to generate Myh11-Cre/ER^T2^-mTmG mice. These lineage tracing mice were injected with Tamoxifen intraperitoneally at an early stage (14 weeks) to activate Cre recombinase in mature VSMCs as previously described to specifically label SMCs with membrane green fluorescence (mG) and other cell types with membrane red fluorescence (mT) [19]. These reporter mice were sacrificed at the age of 54 weeks for the indicated lineage tracing study.

### RNA isolation and deep sequencing

Aortae were quickly excised from saline perfused mice and cleaned of periadventitial adipose tissue. Purified aortae (5 aortae/group) were homogenized by a Minilys homogenizer (Bertin Technologies, Rockville, MD, USA) before total RNA extraction using miRNeasy RNA extraction kit (Qiagen, Valenica, CA, USA). RNA integrity was examined with an Experion™ Automated Electrophoresis System by utilizing Experion RNA StdSens analysis kit (Bio-Rad, Hercules, CA, USA). Bulk RNA-seq was conducted by Genomics Research Center at the University of Rochester Medical Center. Detailed information regarding library construction and sequence depth was described previously [20]. Raw data derived from RNA-seq was filtered using FastP-0.20.0 (https://github.com/OpenGene-/fastp). To obtain the high-quality clean reads for subsequent analysis, reads below a length of 35 after read trimming by quality were removed from the sequencing data. Sequence reads were aligned to annotated transcripts on the UCSC Reference Genome (mg38 + gencode M22 Annotation) via STAR-2.7.0f. Subread-1.6.4 feature counts were used to count reads at the gene level. Differentially expressed gene analysis DESeq2-1.22.1 within R-3.5.1 was used to perform data normalization and differential expression analysis with an adjusted p-value threshold of 0.05 on each set of raw expression measures. The ‘lfcShrink’ method was applied to moderate log2 fold-changes for lowly expressed genes. The detailed RNA-seq information of this assay is available in GSE145972 deposited in NIH Gene Expression Omnibus (GEO) database.

### Pathway enrichment analysis

Significant up-regulated and down-regulated genes based on p-adj <0.05 and abs (log2FoldChange) > 0 were submitted to Enrichr (https://amp.pharm.mssm.edu/Enrichr/) to identify significantly enriched pathways and transcription factors.

### Quantitative reverse transcription-polymerase chain reaction (qRT-PCR)

After RNA samples were extracted from mouse aortic tissues, cDNA synthesis was conducted by using iScript cDNA kit (Bio-Rad). qRT-PCR was performed using Universal SYBR Green Supermix (Bio-Rad) and CFX386 Touch™ Real-Time PCR Detection System (Bio-Rad). mRNA levels were expressed relative to the loading control *Gapdh*. Technical duplicates of each sample were examined. PCR primers are included in Supplementary Table 1.

### Immunofluorescence Staining

Freshly harvested mouse aortae were rinsed in cold 1XPBS and immediately fixed in 4% paraformaldehyde at 4 °C for 24 hours followed by OCT processing. 10 μm frozen sections were prepared for immunofluorescence (IF) staining as previously described [21]. For aortae isolated from mTmG reporter mice, we used trypsin-mediated antigen retrieval (REF TA-015–TR; Lab Vision Corporation, Fremont, CA) to retain the natural mTmG fluorescence prior to the immunofluorescence staining. Primary antibodies used were as follows: anti-MYH11 (1:500, Alfa Aesar, BT-562), anti-ACTA2 (1:2000, Sigma, A2547). Fluorescent signals were captured by a confocal microscope and processed by Photoshop (Adobe, San Jose, CA, USA). All images were captured and processed under equivalent conditions.

### Statistical analysis

Statistical analysis was determined by an unpaired two-tailed Student’s t test using GraphPad Prism 6 to compare two groups. Data in graphs were presented as mean ± SD. *p*<0.05 was considered statistically significant. *p*<0.05 and *p*<0.01 were indicated by * and **, respectively, throughout all graphs.

## Supplementary Material

Supplementary Figure 1

Supplementary Table 1

# Supplementary material for: Transcriptome analysis of mouse aortae reveals multiple novel pathways regulated by aging
**Source:** Aging (Albany NY). 2020 Aug 15;12(15):15603–23. doi: 10.18632/aging.103652
**Supplement:** Supplementary Figure 1

## SUPPLEMENTARY FIGURE

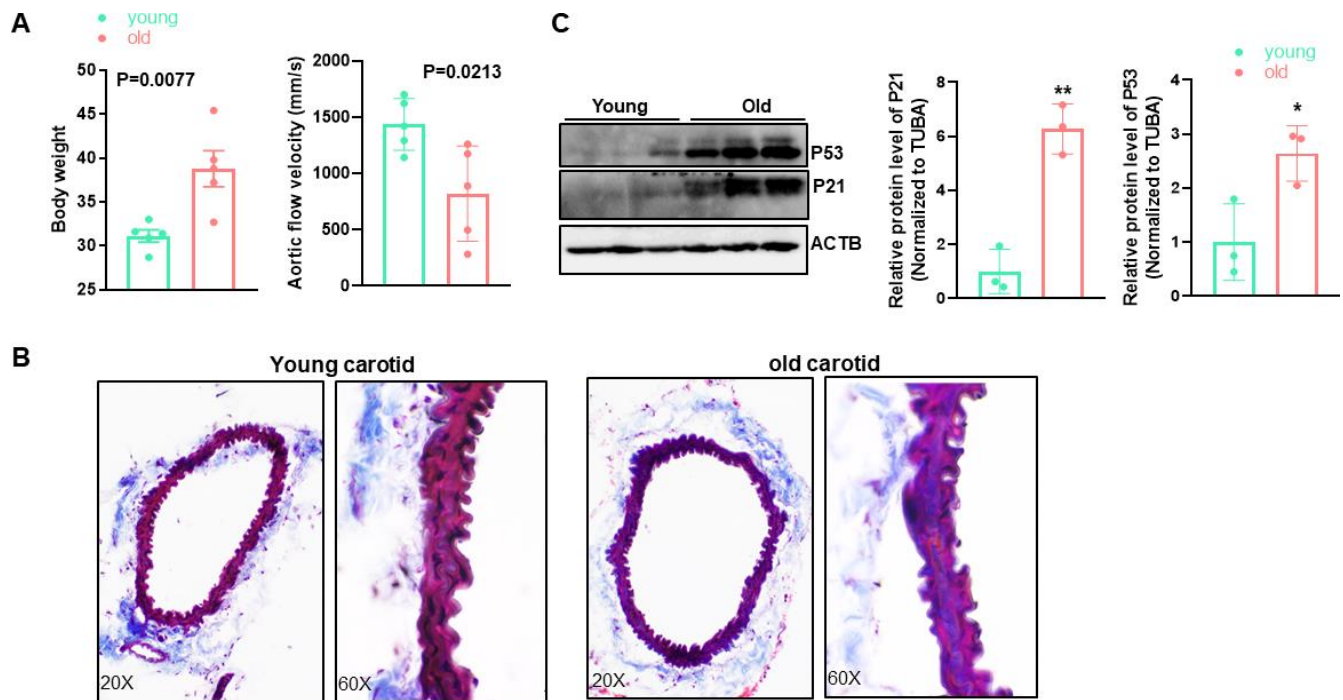

**Supplementary Figure 1. Vascular aging phenotype confirmation of the old mice utilized for RNA-seq analysis.** (A) Body weight and Doppler aortic flow velocity measurements for the young and old mice 2 days before organ isolation for RNA-seq. (B) Representative images of trichrome staining for carotid arteries from the same batch of young and old mice utilized for RNA-seq analysis (n=3). (C) Western blotting for the indicated senescence marker proteins in total protein lysates of young and old mouse aortas and the quantitation (n=3). \*p < 0.05, \*\*p < 0.01, unpaired two-tailed Student's t-test.

# Supplementary material for: Transcriptome analysis of mouse aortae reveals multiple novel pathways regulated by aging
**Source:** Aging (Albany NY). 2020 Aug 15;12(15):15603–23. doi: 10.18632/aging.103652
**Supplement:** Supplementary Table 1

## SUPPLEMENTARY TABLE

**Supplementary Table 1. Sequence information of primers used for qRT-PCR.**

| Gene           | Strand  | Primer Sequence         | Application(s) |
|----------------|---------|-------------------------|----------------|
| <i>Colla1</i>  | Forward | TTCGTGACCGTGACCTTGAG    | qRT-PCR        |
|                | Reverse | CCAGGTTGCAGCCTTGGTTA    |                |
| <i>Col3a1</i>  | Forward | GCCACCTTGGTCAGTCCTAT    | qRT-PCR        |
|                | Reverse | GAAGCACAGGAGCAGGTGTA    |                |
| <i>Lox</i>     | Forward | ACGCTGTGACATTGCTACA     | qRT-PCR        |
|                | Reverse | TGTCCAAACACCAGGTACGG    |                |
| <i>Hspa1a</i>  | Forward | TCGAGGAGGTGGATTAGAGG    | qRT-PCR        |
|                | Reverse | GTCTAGGACTTGATTGCAGGAC  |                |
| <i>Hspa1b</i>  | Forward | TCGAGGAGGTGGATTAGAGG    | qRT-PCR        |
|                | Reverse | ACCTTGACAGTAATCGGTGC    |                |
| <i>Hspah1</i>  | Forward | GCTAGACGTAGGCTCACAGAG   | qRT-PCR        |
|                | Reverse | GGCTGCAACTCCAATTGTTC    |                |
| <i>Nfil3</i>   | Forward | CAGGGAGCAGAACCACG       | qRT-PCR        |
|                | Reverse | CTTAAGGACTTCAGCCTCTCATC |                |
| <i>Bhlhe41</i> | Forward | GTGTAAACCCAAAAGGAGCTTG  | qRT-PCR        |
|                | Reverse | CAATTTTCAGATGTTTCGGGCAG |                |
| <i>Npas2</i>   | Forward | CCCACTACTACATCACCTACCA  | qRT-PCR        |
|                | Reverse | GTCTCCTTTCCACTCGAACATC  |                |

How the deposited data were processed for this re-analysis (not part of the article)

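RNA was sequenced from the aortae of 10 male C57BL/6 mice, 5 aged 14.5 weeks and 5 old mice, with 1 library per mouse. The age of the old mice is 92.4 weeks in the paper and 92.5 weeks in the labels of the deposited samples. Libraries were made from poly(A) RNA, and the labels describe them as stranded.

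The authors trimmed the reads and removed short ones with fastp, aligned them to the mouse genome with STAR, and counted them per gene with featureCounts. The deposited table gives these counts, as the authors made them, for 55453 gene symbols in 10 libraries, as whole numbers without normalization. The paper's text does not name the strand setting of the counting or the treatment of reads with several alignments. The authors then normalized the counts and tested them with DESeq2, but their test results were not used here.

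Symbols were matched to the GENCODE M21 annotation of GRCm38 for gene type, position, exonic length and GC content. The authors used M22 on the same build, which was not used here. Of the symbols, 54471 matched by name, 88 matched through RefSeq names, 115 matched several genes and 779 did not match. For each named gene, the share of its 50-base windows that occur in transcripts of other genes on either strand, and the share of its exonic sequence overlapped by other genes, were computed. No sequence reads were used here, so that the effect of shared sequence on the counts was not measured.

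Genes were filtered with filterByExpr of edgeR 4.0.16 at its defaults, which kept 14614 of 28011 genes with a count. Old and young aortae were compared with edgeR's quasi-likelihood F test (robust fit, TMM scaling, no covariates) under R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p below 0.05 without a fold change limit, as in the paper. Levels of single genes are counts divided by the size factors of DESeq2 1.42.0, with mean and SD over 5 mice. Single values were compared with exact two-sided permutation tests of the difference in mean. Correlations over the 10 mice were computed after the group means were removed, with permutation tests of 100000 resamples.

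Total counts on genes ranged from 19640401 to 22886153 per library. Between 2 libraries of 1 group, the counts differed 8.61 to 64.7 times more than counting error alone gives (chi-square over its degrees of freedom, 20 pairs). The spread between mice is part of each standard error.

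Principal components were computed on the 500 most variable genes after the variance stabilizing transformation, and clustering on all genes with a count after the regularized log transformation. Gene sets were the mouse Reactome sets shipped with fgsea 1.28.0, tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01, for 858 sets of 10 to 500 tested genes. The paper's GO and KEGG enrichment was not repeated, since those gene lists were not used here. The genes listed in Tables 3 and 4 of the paper were tallied, and 13 Reactome sets and 27 lists of cell type markers and processes were tested, of which 25 had enough tested genes. Adjusted p-values for these sets and lists are given over the list alone.

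The genes named in the text were fixed by a rule before the data were examined, as were the tests, the sets, the lists and the alternatives except where stated otherwise. They are every gene that the paper names in its text on the RNA-seq data or shows in Fig. 1D, Fig. 2C–E, Fig. 3C–D, Fig. 4, Fig. 5 or Fig. 7A, the canonical clock genes and heat shock factor genes, and the 5 genes with the smallest p in each direction among called genes whose groups do not overlap. The paper's figures had been seen when the rule was written. The rule gave 85 genes, of which 80 were tested and 58 called, 26 of them higher and 32 lower. Single members of lists that are named beside a list result were chosen after their values were seen.

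The alternatives were DESeq2, limma-voom with and without sample quality weights, edgeR with the size factors of DESeq2, with upper-quartile factors and with library size alone, no low-count filter, a mean count of at least 10, the replicate number as a covariate, a threshold of 0.01, and the omission of each mouse in turn. For gene sets they were fry, camera with an estimated correlation, and sets of 15 to 200 genes. Added after the data were seen were DESeq2 on every line of the table, a correction for each library's trend on GC content and exonic length, and scaling by library size for the sets. The range of an adjusted p over 20 alternatives leaves out the fit with the replicate number.

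The count tests were tested on simulated counts for the same genes and library sizes, in which 200 genes changed by a log2 fold of 1. At an adjusted p below 0.05, edgeR called 160 of the changed and 12 of the unchanged genes, DESeq2 165 and 32, and limma-voom 158 and 12. To see how often other groupings give results as large, the genes and sets were tested again on 100 of the 126 possible divisions of the mice into groups of 5.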

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

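All tests of explanations in this part were chosen after the results were seen.

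Single aortae that stood far from their group were sought among the named genes. An aorta counted as far when its gap to the nearest other took more than 0.71 of the range of its 5 values, which chance gives in about 1 in 20 groups. Of 170 groups, 13 held such an aorta, or 7.65%, against 1884 of 29228 groups (6.45%) over all tested genes. The named genes were thus marked at about the rate of all genes, so that chance is a candidate explanation for these marks taken together. Over all tested genes the marks were spread unevenly. Young replicate 1 held 501 of those among young aortae (53.4%), and old replicates 2 and 3 held 374 and 286 of those among old aortae (39.5% and 30.2%). The other 7 aortae held 61 to 183 each.

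Among the young aortae, replicate 3 had 1013 normalized counts of *Tnfrsf11b* and the others 559 to 589, a gap of 0.935 of the range. It also had 44381 of *Col1a1*, with 59989 to 66097 in the others (0.719). Young replicate 1 had 416 of *Ccl11*, with 305 to 334 in the others (0.738). In old replicate 1, *Hsp90aa1* was at 8149.5 and *Hsph1* at 8372, with 5906 to 6267 and 3184 to 4644 in the other old aortae (0.839 and 0.719). In old replicate 2, *Dnajb5* was at 2446, *Acta2* at 289767 and *Ring1* at 624. The other old aortae had 3022 to 3133, 358035 to 377025 and 448 to 480 (0.840, 0.782 and 0.818). Old replicate 3 had 354 of *Sbspon*, with 276 to 292 in the others (0.795), and old replicate 4 had 731 of *Slc38a1*, with 604 to 635 (0.753). For *Mmp10* and *Rorb* the marks rest on counts near 0. *Mmp10* was at 0.966 in young replicate 4 and 0 in the other young aortae (1). It was at 5.45 in old replicate 2 and 0 to 0.972 in the other old aortae (0.822). *Rorb* was at 1.01 in young replicate 2 and 0 in the others (1). When the marked aorta was left out of edgeR, the call changed for *Hsph1* alone among the tested genes. Its Benjamini-Hochberg adjusted p was then 0.0369, and it was also called without young replicate 1 (0.0232), with 0.00865 to 0.182 over 20 alternatives. No biological explanation was tested for single mice.

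Mitochondrial genes took 11.0% of the counts in old replicate 2 and 5.19 to 6.51% in the other old aortae, a gap of 0.774 of the range. A single mitochondrial gene was not the source. The 5 most abundant ones were all raised, at 1.91 times or more the median of the other mice. Tissue rich in mitochondria would raise the nuclear genes of the respiratory chain too. The median log2 ratio of 64 such genes was -0.0869 against the other old aortae, where the same ratio ran from -0.0956 to 0.133. Degraded RNA would lower long transcripts. The correlation of exonic length with the log2 ratio across genes was 0.00841 (Spearman), within the -0.236 to 0.226 of the other old aortae. The share did not carry most of the comparison of age groups. Without this mouse edgeR called 1541 genes at a Benjamini-Hochberg adjusted p below 0.05. Of these, 1336 were among the 1676 called with it, all in the same direction. Handling of this sample and a trait of this mouse both stay open and were not tested.

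*Alb* was at 884 normalized counts in old replicate 1 and at 90.4 to 261 in the other old aortae, a gap of 0.785 of the range. Young aortae had 98.1 to 692, so that high values were not limited to this mouse. Liver RNA carried with the vessel is a candidate explanation. Of 8 other liver genes, listed before the test, 7 were highest among the old mice in old replicate 1, such as *Apoa1* with 131 against at most 68.0. The exception was *Ahsg*, with 209.9 against at most 379. All 8 were also counted in the other old aortae, with medians of 3.64 (*Apoc3*) to 268 (*Ahsg*). No biological explanation was tested, and the libraries do not show how liver RNA would have entered them.

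On principal component 1, old replicate 3 was at 13.3 and the other old aortae at 6.83 to 8.65, a gap of 0.718 of the range. Correction for GC content and length did not shrink the gap. On log2 counts per M it took 0.561 of the range before and 0.610 after the correction, below the limit of 0.71 both times. Library size was not apart, with a total count of 105% of the median of the other old libraries. A stronger effect of age in this mouse, the part of the vessel taken and its handling all stay open and were not tested.

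Among the 10 named genes with the smallest p, 5 in each direction, 7 are not named in the paper. Their log2 fold changes and edgeR Benjamini-Hochberg adjusted p are as follows. *Nfasc* rose from 133 to 1065 normalized counts, by 3.01 (SE 0.10, adjusted p = 3.26e-09). *Sbspon* rose from 73.6 to 297, by 2.02 (SE 0.12, adjusted p = 9.73e-07), and *Ibsp* from 16.3 to 141, by 3.12 (SE 0.20, adjusted p = 1.87e-06). *Arl4a* moved from 2785 to 1513, a change of -0.87 (SE 0.07, adjusted p = 6.42e-06), and *Slc38a1* from 1160.3 to 643, a change of -0.84 (SE 0.06, adjusted p = 7.03e-06). *Cdh18* moved from 129 to 39.0, a change of -1.72 (SE 0.14, adjusted p = 1.60e-05), and *Slc16a10* from 380.4 to 179.8, a change of -1.07 (SE 0.10, adjusted p = 5.09e-05). All 5 old aortae lay on 1 side of all 5 young ones in each gene, which the choice of these genes required. Library scaling was not the source, since 7 of 7 stayed called under each of 3 other scalings, nor was GC content or length, with 7 of 7 called after the correction. No single mouse carried them, since 7 of 7 stayed called with each mouse left out. An effect of age is a hypothesis that stays open for all 7. Differences in the tissue taken were tested for *Ibsp* alone, by a test that could not decide.

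*Sbspon* shares 72.4% of its 50-base windows with *Gm37509*, a gene that overlaps it on the opposite strand. Reads of *Gm37509* and a rise of *Sbspon* cannot be told apart. *Gm37509* had at most 10 counts in a library, but the paper does not state the strand setting of the counting, which decides where shared reads go. *Ibsp* belongs to the list of cartilage and bone genes. Cartilage carried with the old vessels would bring *Col2a1* at least as much as *Acan*. *Col2a1* rose from 9.18 to 42.0 normalized counts and *Acan* from 709 to 1196, so that the rise of *Col2a1* was 6.73% of that of *Acan*. This bears on the rise of *Acan* and cannot decide on that of *Ibsp*, since *Col2a1* rose too (log2 fold change 2.19, SE 0.80). Expression of *Ibsp* by cells of the aged wall and cartilage carried with the vessel both stay open. Bone carried with the vessel was not tested.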

How the results depend on the processing

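In this part, DESeq2 on all genes of the table, the correction for GC content and length, and scaling by library size for the sets were chosen after the data were seen. So were the tests against other divisions of the mice for the genes higher or lower, the noncoding genes, the sets and the lists.

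Under edgeR 1676 genes were called, 947 higher and 729 lower, 67 of them noncoding. Noncoding here means any annotated type other than protein coding, with pseudogenes and immunoglobulin or T cell receptor segments included. With other tools, scalings and filters the number was 1601 (no low-count filter) to 2325 (DESeq2), except for limma-voom with sample quality weights. That tool called 2643 genes, 1432 higher and 1211 lower, with 102 noncoding. DESeq2 called 112 noncoding genes, also when run on all genes of the table (112). The cause was not tested for either tool. A threshold of 0.01 left 658 genes, 395 higher and 263 lower, with 18 noncoding, which a stricter threshold brings about by itself. After the correction for GC content and length, 1850 genes were called, 870 higher and 980 lower. The genes called by edgeR and an alternative had the same direction in every alternative compared, with 1675 shared with DESeq2, 1606 with limma-voom and 1548 after the correction.

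With 1 mouse left out, edgeR called 1132 genes (without young replicate 4) to 2367 (without young replicate 1). Of these, 474 to 1139 were lower, for the same 2 omissions, and 658 to 1228 higher. Noncoding genes numbered 45 without young replicate 2 and 93 without young replicate 1. Fewer samples lower the number by themselves, but the cause of the rise without young replicate 1 was not tested.

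In 100 of the 126 divisions of the mice into groups of 5, only the real one (1 of 100) gave as many called genes. The same held for genes higher (1), genes lower (1) and noncoding genes (1), so that chance can be excluded for these counts.

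Of 858 Reactome sets, camera with a preset correlation called 33 and fry called 64. Camera with an estimated correlation called 0, with 23 at an unadjusted p below 0.05. With 1 mouse left out, camera called 19 (without old replicate 2) to 42 sets (without old replicate 4). Of 25 lists, camera called 10, fry 6 and camera with an estimated correlation 0, with 2 at an unadjusted p below 0.05. Of 13 planned sets, camera called 8, fry 7 and camera with an estimated correlation 0, with 1 at an unadjusted p below 0.05. The cause of these differences between tests and between omissions was not tested. As many sets called by camera came from 67 of 100 divisions of the mice, as many planned sets from 13 and as many lists from 18, so that chance cannot be excluded for these counts. For fry it can be excluded, with the real division alone (1 of 100) for sets and for lists.

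Among the 13 planned sets, fry did not call extracellular matrix organization (adjusted p = 0.0807) or cellular response to heat stress (adjusted p = 0.0749) and called Fcgamma receptor phagocytosis (adjusted p = 0.0321). Camera called antigen processing by ubiquitination and the proteasome without old replicate 3 (adjusted p = 0.0345). A camera p as small as that of the real division came from 7 (collagen formation) to 74 of 100 divisions for the 13 sets, so that chance cannot be excluded for any of them. For extracellular matrix organization the number was 26 with camera and 7 with fry. With fry it was 1 for collagen formation, degradation of the extracellular matrix, interferon signaling and Fcgamma receptor phagocytosis, 2 for HSF1-dependent transactivation and 3 for the complement cascade. Taken singly, these numbers argue against chance for these 6 with fry, but they were not adjusted over the 13 sets. For the other 7 chance cannot be excluded (5 to 60). For the lists of clock genes, interferon-stimulated genes and complement components, camera gave 6, 14 and 7 and fry 1, 3 and 2. Chance cannot be excluded for these lists with camera. The numbers from fry, taken singly, argue against chance, but they were not adjusted over the lists tested.

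For 80 named genes and 21 alternatives, 1562 of 1680 values kept their direction and their side of the threshold. In 79 the call was lost, in 39 it was gained, and none of the 58 called genes reversed. Of these 58, 42 kept their call in every alternative. Leaving out 1 mouse changed the call of 23 genes, with 60 calls lost and 14 gained in 800 values. Other tools, scalings, filters and the correction changed that of 14 genes, with 9 lost and 24 gained. Of the 86 genes of Tables 3 and 4, edgeR called 64 lower, 46 (without young replicate 4) to 72 (without young replicate 1) with 1 mouse left out, and 56 to 86 in the other alternatives apart from the one below. Protein-coding genes made up 94.7% of the called genes without the low-count filter. Old and young aortae did not overlap on principal component 1 in any of 13 alternatives. The exact permutation p was 0.0079 in each, the smallest possible there, so that it does not measure stability.

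The labels give the young and the old mice the same replicate numbers. The numbers do not pair the mice, since the 5 correlations of young and old mice of the same number, after the group means were removed, were -0.30, -0.07, 0.10, -0.05 and 0.13. With the number as a replicate block, edgeR called 1261 genes, 794 higher and 467 lower, with 42 noncoding, and 44 of the genes of Tables 3 and 4. The block takes up 4 degrees of freedom, which by itself lowers the number. Of the named genes, *Atf3*, *Hsp90aa1*, *Hspa1a*, *Hspa1b*, *Clu*, *Dnajb1*, *Dnajb5*, *Bag2*, *Bag3* and *Rora* were not called with it and *Per2* was. Camera called 30 Reactome sets, 8 planned sets and 10 lists.

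Depth limits the genes with few counts. Of 28011 genes with a count, 14614 passed the filter of edgeR, and *Cdkn2a*, *Mmp10* and *Rorb* were among those that did not. On simulated counts, edgeR called 160 of 200 genes changed by a log2 fold of 1, so that smaller changes can be missed.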

Differences from the paper's values

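In this part, DESeq2 on all genes of the table and the correction for GC content and length were chosen after the values were seen, and no causes were tested.

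The paper counts 65 noncoding genes higher and 49 lower in old aortae, and edgeR called 37 and 30. The numbers here take in every annotated type other than protein coding. Among the higher ones are immunoglobulin or T cell receptor segments, 3 in edgeR and 8 in DESeq2. Of the alternatives set before the data were examined, 4 came within 1.5 times the paper's numbers. They were DESeq2 (64 and 48), limma-voom with sample quality weights (59 and 43), no low-count filter (50 and 33) and the omission of young replicate 1 (58 and 35). The other planned tools, scalings, filters, omissions and thresholds did not. Among the alternatives chosen after seeing the values, DESeq2 on all genes of the table gave 64 and 48. The correction for GC content and length gave 38 higher and 35 lower ones. A list of the paper's noncoding genes was not used here, so that dropped items were not counted among them. The 86 genes of its Tables 3 and 4 were all called lower by DESeq2 on all genes, and 70 of them after the correction.

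For the total number of genes, the paper's 2321 and edgeR's 1676 are within 1.5 times of each other. DESeq2 gave 2325, with 1240 higher and 1085 lower. DESeq2 on all genes of the table, chosen after seeing the values, gave 2321, with 1237 higher and 1084 lower, which are the paper's numbers. It dropped none of the 86 genes of Tables 3 and 4. For the genes of extracellular matrix organization the paper counts 41 lower, edgeR called 33 and both runs of DESeq2 called 41. For extracellular matrix receptor interaction the paper counts 22 and its Table 3 lists 21. Of these edgeR called 16, and both runs of DESeq2 called 21.

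The paper gives a fold of more than 6, young over old, for *Hspa1l*. The mean normalized counts gave 2.79, and 2.65 to 2.91 under all 12 alternatives, none of which came within 1.5 times.

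Levels in the figures were read by eye and set beside mean normalized counts. Of 98 values, 83 came within 1.5 times or within the SD of the replicates. *Col1a1*, *Col1a2*, *Col3a1* and *Mmp3* were compared after division of the count by 10, the scale on which the figures match. In Fig. 3D, *Mmp10* was at about 57 in young and about 120 in old aortae, read by eye, and at 0.193 and 1.28 here. In Fig. 4, read by eye, *Hspa1l* was at about 2400 and about 350 and here at 357 and 128. *Hspa1a* was at about 31000 and about 3900 in Fig. 4 and here at 10309 and 1331. *Hspa1b* was at about 32000 and about 4000 in Fig. 4 and here at 11634 and 1456. *Dnaja1* was at about 6900 and about 3700 in Fig. 4 and here at 3332 and 1815. *Dnajb5* was at about 57000 and about 36000 in Fig. 4 and here at 3979 and 2957. *Camk2b* was at about 57000 and about 36000 in Fig. 4 and here at 738 and 488. By eye, the panels of *Dnajb5* and *Camk2b* hold the same values as that of *Hspa8*. Scaling by library size or the upper quartile and the omission of any mouse left all of these outside 1.5 times the figure's value. For *Hsp90aa1* in young aortae, about 17000 in Fig. 4, read by eye, the level here was 11068. It came within 1.5 times without young replicate 1 (12248) and under no other alternative.

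The paper counts *Edn1*, *Nfil3*, *Atf3*, *Tnfrsf11b* and *Ccl8* among the most significant genes of Fig. 1D. By p within their direction, edgeR put them at places 38, 85, 196, 157 and 72, and DESeq2 at places 12, 45, 91, 53 and 23. Other genes of that figure, *Prune2* and *Efemp1*, were at places 2 and 5 in edgeR and 2 and 4 in DESeq2.

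Several genes that the paper calls changed were not called by edgeR. For *Hspa8*, *Hsph1*, *Dnaja1* and *Per2* its Benjamini-Hochberg adjusted p was 0.0588, 0.0853, 0.0568 and 0.0617. DESeq2 called them (0.00417, 0.0322, 0.0126 and 0.0183), also on all genes of the table. So did limma-voom with sample quality weights (0.00654, 0.00865, 0.00754 and 0.0240). Limma-voom called *Hsph1* (0.0479), *Dnaja1* (0.0311) and *Per2* (0.0230). Omission of young replicate 1 or old replicate 1 called *Hspa8* (0.00400 and 0.0366), *Hsph1* (0.0232 and 0.0369) and *Dnaja1* (0.0161 and 0.0440). *Per2* was called without young replicate 2 (0.0393) and with scaling by library size (0.0460). Over 20 alternatives the adjusted p ranged from 0.00400 to 0.170 for *Hspa8*, 0.00865 to 0.182 for *Hsph1*, 0.00754 to 0.141 for *Dnaja1* and 0.0183 to 0.152 for *Per2*. The log2 fold changes had the paper's direction in all of them. For *Hsph1* the paper's claim also rests on qRT-PCR, for which it reports a change similar to that of its RNA-seq.

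The paper describes *Nos3* as downregulated, and edgeR gave -0.60 (SE 0.22, Benjamini-Hochberg adjusted p = 0.110). It was called by DESeq2 (0.0201, and on all genes of the table), by limma-voom with sample quality weights (0.0297) and without old replicate 2 (0.0223), with 0.0201 to 0.245 over 20 alternatives. *Per1* is increased in the paper and had a log2 fold change of 0.41 (SE 0.27, edgeR Benjamini-Hochberg adjusted p = 0.376). No alternative called it, with 0.250 to 0.637 over 20 alternatives. *Lmod1* decreases in the paper and here had 0.06 (SE 0.08, edgeR Benjamini-Hochberg adjusted p = 0.701), and -0.000674 after the correction for GC content and length, with 0.378 to 0.998 over 20 alternatives.

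The paper finds no heat shock factor gene regulated. Of 3 tested, edgeR called *Hsf4* higher, by 0.85 on the log2 scale (Benjamini-Hochberg adjusted p = 0.0317). The call was lost without young replicate 2, 3, 4 or 5 or old replicate 1, 2 or 3 (0.0506 to 0.0780), with 0.00746 to 0.0780 over 20 alternatives. *Hspa1l* is among the most reduced genes in the paper, and 40 called genes had a larger fall in edgeR, against 0 for *Hspa1b* and 1 for *Hspa1a*. *Mmp10* is elevated in the paper and did not pass the filter of edgeR, nor was it called without the filter (Benjamini-Hochberg adjusted p = 0.433, exact permutation p = 0.444). *Cdkn2a*, which the paper calls higher, did not pass the low-count filter of edgeR. Without the filter edgeR called it higher, by 2.72 on the log2 scale (Benjamini-Hochberg adjusted p = 0.000500), and DESeq2 called it too (0.000106). All 9 alternatives that tested it called it higher (0.000106 to 0.0116), 6 of them omissions of 1 mouse in edgeR, and its exact permutation p was 0.0079.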

Other observations

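In this part, the tests of a single mouse as the source of the heat shock result, of endothelial cells for *Nos3*, of shared sequence for Fig. 4, of heart muscle in young replicates 2 and 5 and of other divisions of the mice for the lists were chosen after the results were seen.

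Of 10 tested heat shock genes of Fig. 4, all were lower in old aortae and edgeR called 7, with a median log2 fold change of -1.27. Library scaling was not the source, since 7 of the 7 stayed called under 3 other scalings. The same held after correction for GC content and length (7 of 7). With each mouse left out in turn, 4 of the 7 stayed called. *Hsp90aa1* was lost without young replicate 4 or 5 or old replicate 2, 3, 4 or 5 (edgeR Benjamini-Hochberg adjusted p 0.0580 to 0.0717, and 0.000405 to 0.0964 over 20 alternatives). *Dnajb1* was lost without young replicate 2 or 4 or old replicate 1, 2 or 3 (0.0599 to 0.0671, and 0.00171 to 0.0702). *Dnajb5* was lost without young replicate 2 or 4 (0.0554 and 0.0616, and 0.00229 to 0.0616). A single mouse as the source of the fall is argued against, since with each mouse left out the 7 genes stayed lower. The log2 fold change was -0.90 to -0.61 for *Hsp90aa1*, -1.62 to -1.21 for *Dnajb1* and -0.50 to -0.36 for *Dnajb5*. The highest value of the 7 plus 2 SE was -0.145. Fewer mice weaken the test by themselves. Stress during dissection that was stronger in the young mice would raise immediate early genes there with the heat shock genes. Over the 10 mice, with group means removed, which takes out a difference between the ages, the 2 sets had a correlation of -0.144 (Pearson, permutation p = 0.712, adjusted over 4 relations 0.712). Spearman's rho was -0.164 (permutation p = 0.678, adjusted 0.873), and the correlation was -0.366 without old replicate 3 and young replicate 1. Within the groups the Pearson correlation had opposite signs, with -0.541 among the 5 young and 0.410 among the 5 old aortae. The 20 immediate early genes had a median log2 fold change of -0.24, with 14 negative. Of these, edgeR called *Atf3*, *Fosb* and *Klf6* lower and *Junb* higher. As a list they were not called (limma camera, adjusted p = 0.128 over the list alone, fry 0.480). They were called without young replicate 2 (adjusted p = 0.0207) or old replicate 2 (0.0338), with 0.0207 to 0.841 over the alternatives. Stress at dissection and age cannot be told apart, since the groups differ in age throughout and records of handling per mouse were not used here.

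The other relations were not called after adjustment. Heat shock genes and genes that peak with *Arntl* had a correlation of 0.367 (Pearson, permutation p = 0.316, adjusted 0.633, rho 0.370 with p = 0.320 and adjusted 0.639, and 0.285 without old replicate 3 and young replicate 1). The mitochondrial share and heat shock genes had -0.204 (Pearson, permutation p = 0.632, adjusted 0.712, rho 0.0667 with p = 0.873 and adjusted 0.873, and -0.12 without old replicate 2 and young replicate 3).

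Of 5 genes that peak with *Arntl*, 4 were called lower in old aortae, with a median log2 fold change of -1.76. Of 10 that peak with *Dbp*, all were higher and 7 called, with a median of 1.14. Over the 10 mice, with group means removed, the correlation of the 2 sets was -0.638 (Pearson, permutation p = 0.0254, adjusted over 4 relations 0.102). Spearman's rho was -0.588 (permutation p = 0.0757, adjusted 0.303), and the correlation was -0.682 without old replicates 3 and 5. It was not called after adjustment, and without the group means it does not bear on a shift between the ages. A shift of phase or of sampling time and an effect of age on clock genes cannot be told apart. The paper states that mice of both ages were killed at the same time, which speaks against different hours, but no hour per mouse was used here and a shift of phase stays open.

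Immune genes were higher in old aortae. Blood left in the old vessels would raise the haemoglobin share of counts, which was 0.0105% in young and 0.0107% in old aortae (exact permutation p = 0.960). The log2 fold changes of the red blood cell genes had SE of 0.49 (*Hba-a2*) to 0.55 (*Hbb-bt*). A rise of blood as large as the macrophage median of 0.59 can therefore not be excluded. The 5 tested red blood cell genes had a median log2 fold change of -0.00290, and 0.02 and 0.01 under scaling by the upper quartile and by library size (limma camera, adjusted p = 0.950 over the list alone, 0.253 to 0.995 over the alternatives). EdgeR and DESeq2 called 0 of them, and 0 had an unadjusted p below 0.05. Adipose tissue left on the old vessels is argued against by the adipocyte list, which was not higher. Its 11 tested genes had a median of -0.95, with 10 negative (limma camera, adjusted p = 0.0179 over the list alone, fry 0.405). Of these genes edgeR called 0, with 5 at an unadjusted p below 0.05, DESeq2 called 2 and limma-voom 1. *Cfd* moved from 7674 to 3029.7 normalized counts and *Adipoq* from 1253 to 622. The list lost its call without young replicate 1 (adjusted p = 0.156) or old replicate 1 (0.0699), with 0.00287 to 0.732 over the alternatives. A camera p as small came from 46 of 100 divisions of the mice (fry 15), so that chance cannot be excluded for a fall of the list.

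The lists of immune cells were higher. All 12 macrophage genes were positive, with a median of 0.59 and 5 called by edgeR, *C1qa*, *C1qb*, *C1qc*, *Adgre1* and *Cd68* (limma camera, adjusted p = 5.15e-05 over the list alone, fry 0.0745, and 2.47e-06 to 0.519 over the alternatives). Of 100 divisions of the mice, 15 gave as small a p with camera, so that chance cannot be excluded for its call. With fry, which did not call the list, 2 did, a number not adjusted over the 25 lists. *Lyz2* moved from 3732 to 5451 normalized counts. Of 6 tested B and plasma cell genes, edgeR called *Igkc*, from 44.9 to 421 normalized counts, and the median was 1.5 (limma camera, adjusted p = 0.0293 over the list alone, fry 0.238). That call was lost without old replicate 3 (0.0819) and with library size scaling (0.0516), with 0.00171 to 0.707 over the alternatives. As small a p came from 38 of 100 divisions with camera and 10 with fry, so that chance cannot be excluded. Of 4 tested T cell genes, edgeR called *Cd4* and *Cd3g*, and the median was 1.43 (limma camera, adjusted p = 0.0236 over the list alone, fry 0.0413, and 0.00450 to 0.519 over the alternatives). For T cells 10 divisions gave as small a p with camera and 2 with fry. The latter argues against chance with fry alone, and it too was not adjusted over the 25 lists. *Cd4* moved from 8.22 to 31.9 normalized counts. Of 10 neutrophil genes 1 passed the filter, *Csf3r*, with a log2 fold change of 1.26 (edgeR Benjamini-Hochberg adjusted p = 0.00845), too few for a list test. More immune cells in the aged wall may explain these lists, while higher expression per cell and some blood left in the vessels stay open. In the media of old aortae the paper found no cells stained for the macrophage marker MAC3 or the leukocyte marker CD45. From this it reads a lack of evident infiltration by proinflammatory cells. The libraries were made from aortae freed only of the surrounding fat, so that other layers of the wall are not covered by that staining. The C1q genes belong to the complement list too.

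The 5 collagen genes of Fig. 3C were lower in old aortae. All 5 stayed called after correction for GC content and length, which argues against that trend as the source. A lower share of fibroblasts is argued against by their other markers, of which 9 of 10 lay more than 2 standard errors above the median fall of the collagen genes. The 10 markers had a median log2 fold change of -0.06, with *Lum* called higher by 0.58 and *Pi16* lower at -0.58 (limma camera, adjusted p = 0.950 over the list alone, 0.728 to 0.989 over the alternatives). *Gsn* moved from 74268 to 71747 normalized counts. Lower collagen expression per cell with age is a hypothesis that stays open.

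The 12 endothelial genes had a median log2 fold change of -0.58, with 10 negative and *Tek* called by edgeR at -0.87 (limma camera, adjusted p = 0.00421 over the list alone, fry 0.216, and 4.85e-05 to 0.707 over the alternatives). DESeq2 called 6 of them. *Pecam1* moved from 10988.5 to 6626 normalized counts. As small a p came from 27 of 100 divisions with camera and 10 with fry, so that chance cannot be excluded for the list. *Nos3* is a member of the list. A lower share of endothelial cells in the old aortae and a fall of *Nos3* within these cells cannot be told apart. Of the 12 markers, *Nos3* among them, 3 lay more than 2 standard errors above its fall. *Cldn5* (-0.10, SE 0.31) and *Kdr* (-0.04, SE 0.35) were near 0, with SE values too wide to place them.

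Other lists were tested for tissue carried with the vessel. The 4 tested skeletal muscle genes had a median of -0.80 (limma camera, adjusted p = 0.545 over the list alone, 0.189 to 0.977 over the alternatives). EdgeR and DESeq2 called 0 of them, and 0 had an unadjusted p below 0.05. Of 6 tested heart muscle genes, edgeR called *Ryr2* and *Tnnt2* higher and *Actc1* lower, and the median was -0.12 (limma camera, adjusted p = 0.950 over the list alone, 0.728 to 0.995 over the alternatives). The other 4 of the list, *Myh6*, *Myl7*, *Myl2* and *Nppa*, did not pass the filter. The 7 tested genes of Schwann cells and neurons had a median of 0.44, with *Uchl1*, *Prx* and *Tubb3* called higher (limma camera, adjusted p = 0.00421 over the list alone, fry 0.0116, and 0.000210 to 0.438 over the alternatives). *Uchl1* moved from 1421 to 2314 normalized counts. The 12 tested cartilage and bone genes had a median of 0.70, with 6 called higher and *Cytl1* lower (limma camera, adjusted p = 0.00518 over the list alone, fry 0.00539, and 0.00124 to 0.438 over the alternatives). *Mgp* moved from 75465 to 116667 normalized counts. Of 100 divisions, 9 gave as small a camera p for Schwann cells and neurons and 5 for cartilage and bone. With fry 1 did for each, which argues against chance with fry alone and was not adjusted over the lists.

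*Myh6* was at 161 and 77.9 normalized counts in young replicates 2 and 5 and at 1.09 to 6.76 in the other 8 aortae. *Myl7* was at 46.3 and 17.4 in these 2 and at 0 in the others. Heart muscle carried with the vessel would raise other heart muscle genes there too. Of the 8 others listed, 2 were higher in both than in the other young aortae, *Tnni3* (52.3 and 45.1 against at most 45.0) and *Nppa* (5.03 and 1.02 against 0). *Myl2* was at 2.01 and 1.02. Heart muscle and another source of these counts cannot be told apart, since *Tnnt2*, *Actc1*, *Myl4*, *Ryr2* and *Pln* are counted in all 10 aortae and would hide a small share. No biological explanation was tested.

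The 11 tested genes of dividing cells had a median of 0.32, with *Nusap1* called higher (limma camera, adjusted p = 0.0667 over the list alone, fry 0.204). The list was called without young replicate 4 (0.0193) or old replicate 4 (0.0184), with 0.0184 to 0.707 over the alternatives. The 8 tested senescence genes had a median of -0.00803 and a mean of -0.11, while camera gave the direction as up, and the median was 0.02 under scaling by the upper quartile or library size. *Trp53* was called higher (limma camera, adjusted p = 0.950 over the list alone, 0.424 to 0.994 over the alternatives). The 4 Y chromosome genes had a median of -0.13, all negative (limma camera, adjusted p = 0.128 over the list alone, fry 0.0867). EdgeR called 0 of them, with 1 at an unadjusted p below 0.05, and DESeq2 called 1. Of 100 divisions, 20 gave as small a p with camera and 3 with fry, neither of which called the list. Without young replicate 1 the list was called (0.0496), with 0.0496 to 0.556 over the alternatives. Of 2 X inactivation genes none passed the filter.

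A mislabelled mouse is argued against by principal component 1, where the lowest old aorta was at 6.83 and the highest young one at -6.64. All 10 mice had counts of Y chromosome genes.

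In Fig. 4, several heat shock genes lay above the deposited counts, while the median ratio of figure to deposited values was 0.806 among the 83 values within 1.5 times or the SD. Reads shared with other genes and counted differently are a candidate explanation for part of them. Across the 49 genes of the figures, the ratio rose with the share of sequence that a gene shares with others, with a Spearman correlation of 0.570 (permutation p = 3e-05). Of 11 genes with 10% or more of their sequence shared, 5 had a figure value above 1.5 times the deposited one, and of the other 38 genes 3 had, *Dnajb5*, *Camk2b* and *Mmp10*. Shared sequence is argued against for *Dnajb5* and *Camk2b*, which share at most 0.159% of theirs. Their panels equal that of *Hspa8* by eye, and *Mmp10* has next to no counts. Genes are not independent of each other, the sequence reads were not used here, and a mixed use of panels in the figure stays open.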
